# Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation

**DOI:** 10.1101/gad.284430.116

**Published:** 2016-08-01

**Authors:** Fabiana M. Duarte, Nicholas J. Fuda, Dig B. Mahat, Leighton J. Core, Michael J. Guertin, John T. Lis

**Keywords:** heat shock, transcription regulation, transcription factors, Pol II pausing

## Abstract

The coordinated regulation of gene expression at the transcriptional level is fundamental to development and homeostasis. Inducible systems are invaluable when studying transcription because the regulatory process can be triggered instantaneously, allowing the tracking of ordered mechanistic events. Here, we use precision run-on sequencing (PRO-seq) to examine the genome-wide heat shock (HS) response in *Drosophila* and the function of two key transcription factors on the immediate transcription activation or repression of all genes regulated by HS. We identify the primary HS response genes and the rate-limiting steps in the transcription cycle that GAGA-associated factor (GAF) and HS factor (HSF) regulate. We demonstrate that GAF acts upstream of promoter-proximally paused RNA polymerase II (Pol II) formation (likely at the step of chromatin opening) and that GAF-facilitated Pol II pausing is critical for HS activation. In contrast, HSF is dispensable for establishing or maintaining Pol II pausing but is critical for the release of paused Pol II into the gene body at a subset of highly activated genes. Additionally, HSF has no detectable role in the rapid HS repression of thousands of genes.

## Abstract (precis)

Here, Duarte et al. investigated the genome-wide heat shock (HS) response in *Drosophila* using precision run-on sequencing (PRO-seq) to assay the genome-wide distribution of transcriptionally engaged Pol II before and after HS in *Drosophila* S2 cells. This study comprehensively characterizes the transcriptional HS response and identifies the primary HS response genes and the rate-limiting steps in the transcription cycle that GAGA-associated factor (GAF) and HS factor (HSF) regulate.

The heat-shock (HS) response in *Drosophila melanogaster* has been an effective model system to discover and study mechanisms of transcription and its regulation (Guertin et al. 2010). This highly conserved protective mechanism (Lindquist and Craig 1988) is regulated at the transcriptional level by the HS transcription factor (HSF) (Wu 1995). When activated by stress, HSF potently activates expression of HS genes, resulting in the accumulation of molecular chaperones, the HS proteins (HSPs), which helps the cell cope with stress-induced protein aggregation and misfolding (Lindquist and Craig 1988).

The transcriptional HS response has been studied largely using *Hsp70* as a model gene (Guertin et al. 2010). *Hsp70* maintains a promoter-proximally paused RNA polymerase II (Pol II) molecule 20–40 base pairs (bp) downstream from the transcription start site (TSS) that is released to transcribe the gene at a low level during normal nonstress conditions (Rougvie and Lis 1988; Rasmussen and Lis 1993). The transcription factor GAGA-associated factor (GAF) is bound to the promoter of *Hsp70* prior to HS, and GAF is important for the establishment and stability of paused Pol II (Lee et al. 1992, 2008; Kwak et al. 2013). GAF has a key role in keeping the promoter region open and free of nucleosomes (Tsukiyama et al. 1994; Fuda et al. 2015), which allows the recruitment of general transcription factors and the initiation of transcription by Pol II. Upon HS induction, HSF trimerizes and is rapidly recruited to the promoter, where it binds to its cognate HS DNA elements (HSEs) (Xiao and Lis 1988). After binding, HSF directly and indirectly recruits coactivators and other factors (Lis et al. 2000; Saunders et al. 2003; Ardehali et al. 2009) that affect the chromatin structure and composition and promote the release of Pol II from the paused complex into productive elongation. This transition from the paused state into productive elongation depends critically on the positive elongation factor P-TEFb and has been shown to be a very general step that is essential for the regulation of virtually all genes across different species (Rahl et al. 2010; Jonkers et al. 2014). The net result of this molecular cascade is an increase in transcription levels that can be ∼200-fold for some of the HS-regulated genes (Lis et al. 1981).

Although the independent mechanisms of promoter-proximal pausing and escape to productive elongation have been well studied in the context of HS activation of *Hsp70*, we lack a comprehensive characterization of the genome-wide changes in transcription that result from HS in *Drosophila*. A thorough characterization of the affected genes is necessary to determine the generality and diversity of the roles of transcription factors such as GAF and HSF in the HS response and provide the statistical power to assess mechanisms of transcription regulation.

Previous studies have mapped HSF-binding sites during normal growth conditions and after HS and observed that HSF recruitment to a promoter is not necessary or sufficient to direct HS gene activation (Trinklein et al. 2004; Guertin and Lis 2010; Gonsalves et al. 2011). Nonetheless, the rules governing the specificity of activation and repression across the *Drosophila* genome remain incomplete. Transcriptional changes after HS have also been measured in *Drosophila* and other organisms (Leemans et al. 2000; Guhathakurta et al. 2002; Murray et al. 2004; Trinklein et al. 2004; Sørensen et al. 2005; Gonsalves et al. 2011; Vihervaara et al. 2013); however, these studies were limited in resolution both temporally and spatially by measuring steady-state levels of mature mRNA. Furthermore, measurement of mRNAs cannot distinguish the effects on mRNA stability (Lindquist and Petersen 1990) and pre-mRNA processing (Yost and Lindquist 1986; Shalgi et al. 2014) from transcription or primary from secondary effects of the HS response.

To overcome these limitations, we queried the genome-wide distribution of transcriptionally engaged RNA polymerases before and after HS induction using the precision nuclear run-on and sequencing (PRO-seq) assay and quantified differentially expressed genes. PRO-seq has high sensitivity and high spatial and temporal resolution, providing an unprecedented comprehensive view of the transcriptional profiles of cell populations. We show that the HS response is rapid and pervasive, with thousands of genes being repressed after 20 min of HS, and hundreds of genes being activated; moreover, the activated genes are not limited to the classical HSP genes. Promoter-proximal pausing is highly prevalent among the activated genes prior to HS, and here we demonstrate that its establishment on a subset of genes is dependent on GAF binding upstream and proximal to the TSS. Moreover, GAF depletion abrogates pausing and consequently impairs HS activation, indicating that this step in early transcription elongation is essential for gene activation. We also show that the recently identified transcription factor motif 1-binding protein (M1BP) (Li and Gilmour 2013) has a role in pausing and HS activation of a subset of genes that exhibit GAF-independent pausing. Furthermore, we demonstrate that only a relatively small fraction of HS-activated genes is regulated by HSF, and HS activation of these HSF-dependent genes is regulated at the level of pausing release. This study provides a genome-wide view of HS-induced transcriptional regulation and an understanding of how promoter context affects this process.

## Results

### *Drosophila* transcriptional HS response is rapid and pervasive

We measured nascent transcription levels by PRO-seq in *Drosophila* S2 cells prior to HS (non-HS [NHS]) and 20 min after an instantaneous and continuous HS stress (Fig. 1A; Supplemental Table S1). PRO-seq maps the active sites of transcriptionally engaged RNA polymerase complexes by affinity purification and sequencing of nascent RNAs after a terminating biotin-NTP is incorporated during a nuclear run-on experiment (Kwak et al. 2013). The density of sequencing reads is proportional to the number of transcriptionally engaged polymerase molecules present at each position when the nuclei were isolated. PRO-seq has base-pair resolution, is strand-specific, and is not affected by the background levels of accumulated RNAs (Kwak et al. 2013). Biological replicates were highly correlated for both promoter and gene body PRO-seq reads (Spearman's coefficient ranged between 0.96 and 0.99) (Supplemental Fig. S1A,B, left panels). The expected genome-wide changes in transcription that occur during HS made it unfeasible to use total number of reads to normalize our data sets between conditions. Therefore, we normalized our libraries using a set of genes previously shown to have the same Pol II ChIP-seq (chromatin immunoprecipitation [ChIP] combined with high-throughput sequencing) signals in NHS and HS *Drosophila* S2 cells (Supplemental Fig. S2), where consistent backgrounds of ChIP-seq provide a basis of normalization (see the Materials and Methods; Supplemental Fig. S3 for the normalization method and our validation tests; Teves and Henikoff 2011).

**Figure 1.**
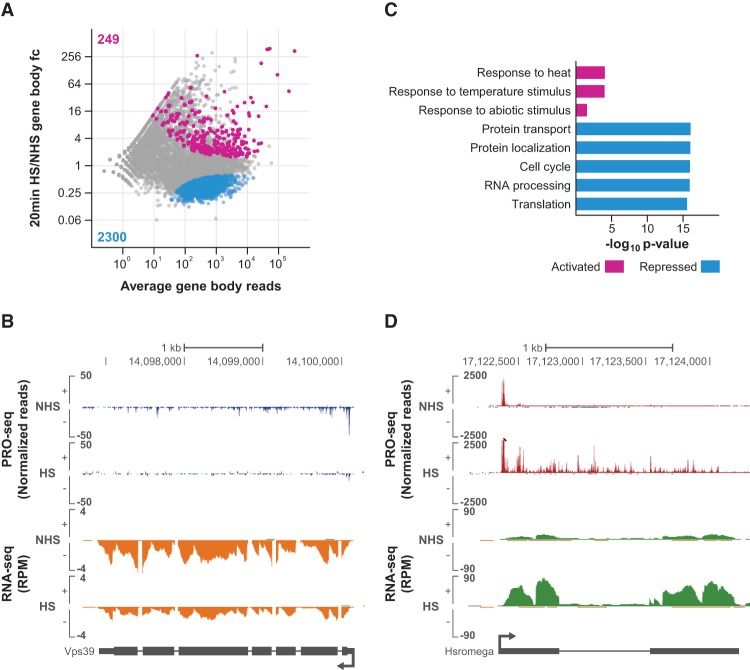
*Drosophila* transcriptional HS response is rapid and pervasive. (*A*) DESeq2 analysis of PRO-seq gene body reads between 20-min HS-treated and NHS cells displayed as an MA plot. Significantly changed genes were defined using a false discovery rate (FDR) of 0.001. Activated genes that passed our upstream transcription filter (see the Materials and Methods) are labeled in magenta, and repressed genes are labeled in blue. The number of genes in each class is shown in the plot. (fc) Fold change. (*B*) Representative view of a HS-repressed gene in the University of California at Santa Cruz (UCSC) genome browser (Kent et al. 2002). PRO-seq normalized reads for the plus strand are shown in red, and those for the minus strand are shown in blue. RNA sequencing (RNA-seq) reads for the plus strand are shown in green, and those for the minus strand are shown in orange. Gene annotations are shown at the *bottom*. (*C*) Gene ontology terms enriched in the HS-activated and HS-repressed classes. (*D*) Representative view of a HS-activated gene in the UCSC genome browser (Kent et al. 2002). Axes are the same as in *B*.

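The mRNA of *Vps39*, which encodes a subunit of a vesicle-tethering complex of the lysosomal pathway, was measured as FPKM, a fragment count scaled for transcript length and library size. It stood at 23.8 and 21.1 FPKM in the 2 NHS libraries and at 12.9 and 11.5 FPKM in the 2 libraries made after 30 min of HS. The means were 22.4 ± 1.93 and 12.2 ± 0.991 FPKM (SD, n = 2 biological replicates each). This is a log2 fold change of -0.83 on the log2(FPKM + 1) scale (standard error 0.12, adjusted p = 0.051 from limma over 7815 genes), which missed an adjusted p of 0.05. It passed 0.05 with libraries rescaled to the same total (adjusted p = 0.033) or to the ribosomal protein mRNAs (0.025) and with robust variance moderation (0.035), and its adjusted p ranged from 0.013 to 0.29 over 17 other settings, with a fall in each. *Hsromega*, a long noncoding RNA gene that the paper gives as an example of activation by HS, stood at 105 and 106 FPKM in NHS cells. After HS it stood at 537 and 756 FPKM. Its means were 106 ± 0.865 and 647 ± 155 FPKM (SD, n = 2 each), a log2 fold change of 2.58 (standard error 0.19, adjusted p = 0.0096 from limma). For each gene, both HS libraries lay on the same side of both NHS libraries, a separation that chance alone gives in 33.3% of genes. In the Ensembl annotation of the BDGP6 assembly both genes lie on chromosome arm 3R, *Vps39* on the minus strand and *Hsromega* on the plus strand. Without any 1 of the 4 libraries, the adjusted p of *Hsromega* ranged from 0.036 to 0.11 and its log2 fold change from 2.34 to 2.83, and it missed 0.05 without either NHS library.

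**Figure D1:**
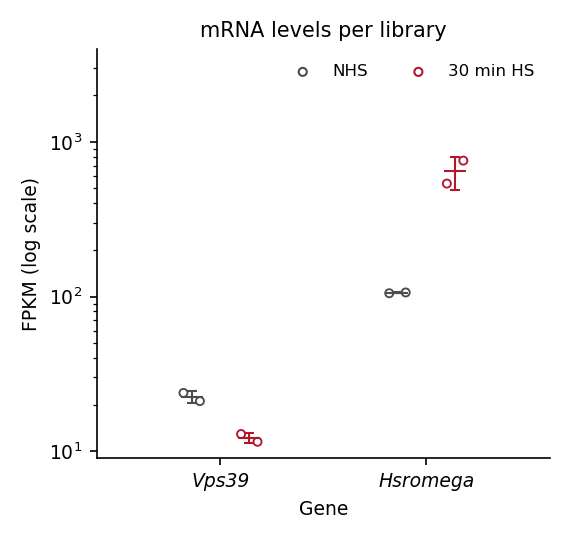
FPKM (log axis) of *Vps39* and *Hsromega* in NHS cells and after 30 min of HS. Circles are single libraries, horizontal bars are means and error bars are the SD of 2 libraries; *Vps39* lies between 11.5 and 12.9 FPKM after HS, below both NHS libraries, and *Hsromega* between 537 and 756 FPKM, above both.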

We used DESeq2 (Love et al. 2014) to identify genes whose gene body reads significantly change after HS using a false discovery rate (FDR) of 0.001 (Supplemental Table S2). Due to the compactness of the *Drosophila* genome, some of the genes identified as differentially expressed by DESeq2 appear to be false positives caused by changes in run-through transcription originating at the upstream gene. To minimize the number of false positives, we implemented a filter to exclude from our analyses genes that have high levels of transcription in the region immediately upstream of the TSS (see the Materials and Methods; Supplemental Fig. S4 for a description of the implemented filter and validation tests). The genes that passed the filter were classified as activated or repressed (Supplemental Table S2). We observed a widespread shutdown of transcription, with 2300 genes being significantly repressed after HS (Fig. 1A [blue points], B [an example of a repressed gene, *Vps39*]). This finding is in agreement with low-resolution studies in *Drosophila* salivary gland polytene chromosomes that have shown that total Pol II levels and transcription decrease in response to HS (Spradling et al. 1975; Jamrich et al. 1977). A previous Pol II ChIP-seq study in *Drosophila* S2 cells has also observed a genome-wide decrease of Pol II levels in gene bodies (Teves and Henikoff 2011). Not surprisingly, measurements of steady-state mRNA levels before and after HS, including microarray studies and our own RNA sequencing (RNA-seq) data (Supplemental Fig. S5; Supplemental Table S3), were unable to detect a genome-wide shutdown of transcription despite having the sensitivity to detect a decrease in mRNA levels for some genes (Fig. 1B). 

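For the RNA-seq measurement, S2 cells, a *Drosophila* line derived from embryos that has traits of blood cells, were collected before HS and after 30 min of HS. There were 2 biological replicates of each, and poly(A)+ RNA was made into directional libraries. The authors removed adapters, aligned the reads to the dm3 genome and transcriptome with TopHat2 and computed FPKM for 15602 genes and 4 libraries with Cuffnorm. FPKM are relative values, so a loss shared by all mRNAs leaves them unchanged. The Cuffnorm setting for scaling between libraries is not given in the sources used here. The FPKM of a library summed to 831628 and 837852 in the NHS replicates and to 923996 and 926922 in the HS replicates. Read totals were not used here. Genes under 0.15 FPKM, whose values rest on few reads, gave the relative depth of the libraries through their most frequent ratio to NHS replicate 1. It was about 77.0% for NHS replicate 2, 60.1% for HS replicate 1 and 69.3% for HS replicate 2, a ratio held by 28.7% to 30.5% of the 418 to 578 genes compared. The 7815 genes with a mean of at least 1 FPKM over the 4 libraries were compared as log2(FPKM + 1) with limma, with variances moderated along a trend with mRNA level. Genes were called at a Benjamini-Hochberg adjusted p under 0.001, the FDR of the paper, and a wider set at 0.05. Fold changes on this scale understate the change of mRNAs near the minimum. The authors' own test, DESeq2 on HTSeq read counts, was not repeated here, as the values used are not counts. A total of 3864 genes were listed at 0 in all 4 libraries, among them all 37 mitochondrially encoded genes and 110 of 115 histone genes. A value of 0 is therefore reported only as listed. Across the tested genes, Pearson's r of the log2 values was 0.963 between the NHS replicates, 0.966 between the HS replicates and 0.929 to 0.938 between HS and NHS libraries. Genes are not independent replicates, and these coefficients carry no p.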

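After 30 min of HS, the relative levels of most mRNAs, as FPKM, were close to those of NHS cells, and a limited number of genes stood apart in both directions. *Ets21C*, an ETS-family transcription factor gene, fell from 95.8 ± 5.14 to 6.86 ± 1.80 FPKM (SD, n = 2 each; log2 fold change -3.64, standard error 0.19, adjusted p = 0.0047 from limma). *Mmp1*, a matrix metalloproteinase gene, fell from 459 ± 35.1 to 63.5 ± 28.5 FPKM (SD, n = 2 each; log2 fold change -2.91, standard error 0.33, adjusted p = 0.03). *Dronc*, the initiator caspase gene, had a log2 fold change of -1.30 (standard error 0.10, adjusted p = 0.011). That of *drpr*, a receptor gene for the engulfment of dying cells, was -0.76 (standard error 0.11, adjusted p = 0.046).
Genes of basic cellular processes had few calls. Of all tested genes, 3.31% passed an adjusted p of 0.05 from limma, so few calls are not particular to these lists. In simulated data the test recovered 49.3% of changes of 1 on the log2 scale at that threshold, so genes without a call may have changed. Of 35 cell cycle genes, *stg*, the phosphatase gene that drives entry into mitosis, was higher at an adjusted p under 0.05 from limma and 34 did not pass (also 1 higher and 0 lower adjusted over the list alone). The log2 fold change of *stg* was 2.23 (standard error 0.26, adjusted p = 0.032). None of 33 splicing and RNA processing genes, 22 translation factors, 23 transcription and pausing factors, 35 protein transport genes, 30 proteasome subunits or 77 cytosolic ribosomal protein genes passed. At an unadjusted p under 0.05 from limma, 22 of the ribosomal protein genes and 1 transcription and pausing factor were higher. At that level 7 protein transport genes, 4 proteasome subunits and 2 splicing genes were lower. Adjusted over the list alone, *Vps39* and *Vps28*, another gene of endosomal sorting, were lower, and the other lists had 0 calls.
As sets, proteasome subunits (median log2 fold change -0.13, adjusted p = 0.0065 from camera with a preset correlation) and protein transport genes (median -0.10, adjusted p = 0.014) lay below the other genes. Each had an adjusted p = 0.9 with an estimated correlation, and both calls were lost under quantile normalization (medians -0.02 and -0.01, adjusted p = 0.48 and 0.21). The version with an estimated correlation has little power with 2 libraries per condition and called no list, not even the inducible HSPs. Ribosomal protein genes (median 0.18, adjusted p = 1.4e-14) lay above the other genes, with an adjusted p = 0.18 with an estimated correlation, but below them under quantile normalization (median -0.09, adjusted p = 0.00058). Cell cycle genes also lay above them (median 0.11, adjusted p = 0.025, and adjusted p = 0.9 with an estimated correlation). Splicing genes (median 0.02, adjusted p = 0.82) and translation factors (median 0.06, adjusted p = 0.47) did not stand apart as sets. Nor did transcription and pausing factors (median 0.00, adjusted p = 0.4), except under quantile normalization (adjusted p = 0.038).
Over all 7815 genes, the median log2 fold change was -0.02, with quartiles of -0.17 and 0.13. A share of 67.7% of the genes lay within 0.25 of no change on the log2 scale. This share was 70.4% between the NHS replicates and 64.8% between the HS replicates. Between single HS and NHS libraries it was 66.2% and 63.6% for the same replicate number, and 53.3% and 51.9% for different numbers. Falls of at least 1 on the log2 scale were seen for 199 genes and rises as large for 298. The numbers were 122 and 122 with pseudocount 5, and falls outnumbered rises with a filter of 5 FPKM (161 against 125) and with libraries rescaled to the ribosomal protein mRNAs (274 against 260). By as much, NHS replicate 2 lay below NHS replicate 1 for 151 genes and above it for 58. HS replicate 2 lay below HS replicate 1 for 91 genes and above it for 92. Many of these differences are in genes with transcripts under 300 nt. Of 228 such genes, 61.0% differed by at least 1 between HS and NHS averages, and 62.7% between the NHS replicates. Among 7247 longer ones the shares were 4.65% and 0.83%.
At an adjusted p under 0.001 from limma, 10 genes were higher and 0 were lower after HS, and 4 were lower with robust variance moderation. In simulated data the test recovered 77.3% of changes of 4 on the log2 scale at this threshold. It recovered 0% of changes of 1 or 2, so the 0 does not show that no mRNA fell. The paper's counts from DESeq2 at this FDR, read by eye in Fig. S5, are about 150 higher and about 160 lower. With a term for the replicate number, 12 were higher and 5 lower. No source says that a number marks a shared batch. Deviations of same-numbered libraries correlated at 0.22 over all tested genes and at 0.57 over 5709 genes above 10 FPKM. Without this term, 580 genes were higher and 817 lower at an unadjusted p under 0.05, where chance alone gives about 195 in each direction. At an adjusted p under 0.05, 137 were higher and 122 lower, so that 52.9% of the calls were higher. This share was 70.7% with no filter (280 higher and 116 lower) and 40.3% with the filter of 5 FPKM (60 and 89). With the replicate term it was 36.5% (334 higher and 582 lower). Rescaling each library to the same total moved the median of all genes to -0.16 and gave 132 higher and 252 lower (34.4% higher). Rescaling to the ribosomal protein mRNAs moved it to -0.20 and gave 142 higher and 348 lower (29.0% higher). Relative to the median of all genes, cell cycle genes lay at 0.13, and at 0.12 with equal totals or ribosomal scaling. In these scalings their own medians were -0.04 and -0.08, and their call was lost (adjusted p = 0.1 and 0.15 from camera). It was also lost with no filter.
Leaving out any 1 library left 0 genes at 0.001 in either direction. At 0.05 it left 16 higher and 10 lower without NHS replicate 1, 30 and 34 without NHS replicate 2, 33 and 6 without HS replicate 1, and 36 and 6 without HS replicate 2. It ended the calls of *Dronc* (adjusted p from 0.12 to 0.13), *drpr* (0.21 to 0.29) and *stg* (0.069 to 0.2) in each case, while their log2 fold changes stayed between -1.35 and -1.25, -0.84 and -0.69, and 1.90 and 2.57. That of *Ets21C* was lost without either NHS library (0.034 to 0.074 over the 4 fits, log2 fold changes -3.87 to -3.40), and that of *Mmp1* unless HS replicate 1 was left out (0.041 to 0.22, log2 fold changes -3.37 to -2.44). The cell cycle call was lost without NHS replicate 2 or HS replicate 1 (medians 0.02 to 0.19 over the 4 fits). The calls of proteasome subunits (-0.24 to -0.03) and protein transport genes (-0.13 to -0.05) were lost without NHS replicate 1 or HS replicate 2.
The paper states that such mRNA measurements, its own and those of microarray studies, did not detect the shutdown of transcription although they could detect decreases for some genes.

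**Figure D2:**
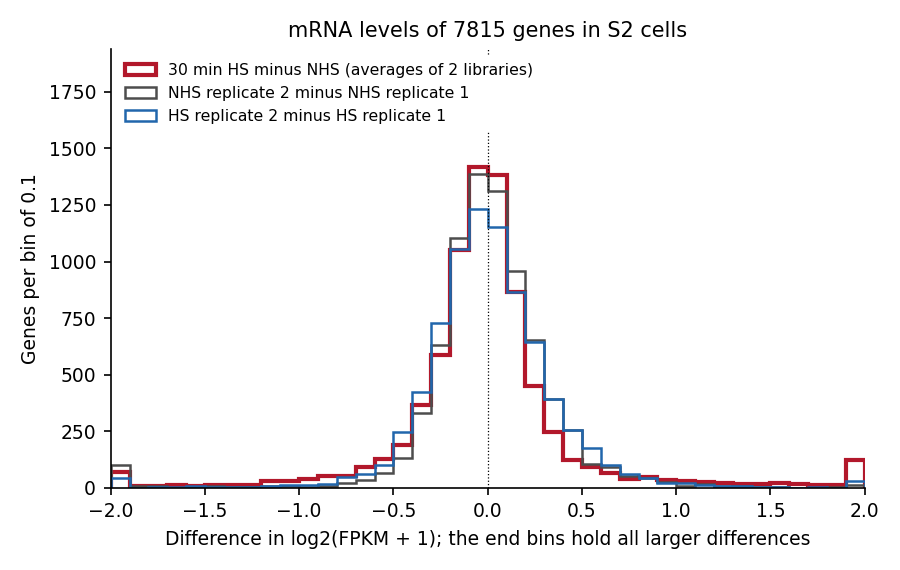
Number of genes (vertical axis, per bin of 0.1) by the difference in log2(FPKM + 1) (horizontal axis) for 30 min HS minus NHS (averages of 2 libraries) and between the 2 replicates of each condition, with larger differences gathered in the end bins. The HS minus NHS curve is centred near 0, with a median of -0.02, as are the curves between replicates.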

Measurements of mRNA do not detect genome-wide transcriptional repression because the reduction of mRNA levels are obscured by steady-state levels of mRNAs already present in the cells; these mRNAs have much longer half-lives than the short HS time points examined here. Overall, our results greatly expand on these previous studies, identifying and quantifying the individual genes whose transcription is repressed after HS using a base-pair resolution method that specifically maps transcriptionally engaged RNA polymerase molecules.

Gene ontology (GO) analysis reveals that the HS-repressed class is enriched for genes involved in basic cellular processes, such as cell cycle, RNA processing, protein transport and localization, and translation (Fig. 1C). This is consistent with previous findings in mammalian cells (Murray et al. 2004; Trinklein et al. 2004) and is expected as cells enter into a defensive nongrowth condition triggered by HS stress.

Although not as abundant as the repressed class, hundreds of genes are activated by HS, many very highly (Fig. 1A [magenta points], D [an example of an activated gene, *Hsromega*]). Notably, we found that all seven classical HSP genes in our gene list show strong inductions after 20 min of HS and are among the top 10 genes with the highest HS induction (Supplemental Table S2), with fold changes ranging from 44-fold to 384-fold. Consistent with this result, GO analysis reveals that the HS-activated class is enriched for genes involved in the response to temperature and abiotic stimuli (Fig. 1C). Besides the classical HSP genes, our data reveal the activation of many genes that were not previously associated with the HS response and provide a comprehensive characterization and quantification of genes whose transcription is directly activated by HS.

We measured nascent transcription levels as a function of time after HS induction to determine how fast activated and repressed genes respond to HS (Supplemental Fig. S6; Supplemental Table S1). Biological replicates produced high correlations for PRO-seq reads within either the promoter or gene body regions (Spearman's coefficient ranged between 0.9 and 0.99) (Supplemental Fig. S1C,D). The sequential HS time points displayed a progressive increase in the number of genes that were significantly activated (Supplemental Fig. S6A [magenta points], B [an example of an activated gene, *CG13321*]) and repressed (Supplemental Fig. S6A [blue points], C [an example of a repressed gene, *CG14005*]) by HS. No genes are significantly different after 30 sec, and only a small number of genes are significantly different after 2 min of HS. We observed a substantial genome-wide response to HS as early as 5 min after HS; the response is even more pervasive at later time points. Previous studies have shown that classical HSP genes are activated very rapidly (O'Brien and Lis 1993), but here we demonstrate that many other genes have a rapid response for both activation and repression. The number of significantly activated and repressed genes further increases after 10 and 20 min of HS (Supplemental Fig. S6A). Overall, our results demonstrate that the HS response produces an immediate and primary change in the transcription levels of ∼27% (∼24% repressed and ∼3% activated) of the unambiguously mappable mRNA-encoding genes (Core et al. 2012), with the repression of thousands of genes and the activation of hundreds of genes.

### Activated genes are highly paused prior to HS

During normal cell growth, classical HSP genes have a paused, transcriptionally engaged polymerase between 20 and 50 bp downstream from the TSS (Rougvie and Lis 1988; Rasmussen and Lis 1993). Furthermore, promoter-proximal Pol II pausing is the major regulatory step for the HS activation of the *Hsp70* gene, where it maintains the promoter region open and accessible to transcription factors (Lee et al. 1992; Shopland et al. 1995). We used our PRO-seq data to determine whether promoter-proximal pausing is a common feature of HS-activated genes. The average PRO-seq read intensity profile across HS-activated genes reveals a strong peak in the promoter-proximal region, which is substantially higher than repressed or unchanged gene classes (Fig. 2A). DNase I hypersensitivity data (Kharchenko et al. 2011) indicate that the promoter region of HS-activated genes is more accessible than the other two classes under basal uninduced conditions (Supplemental Fig. S7A). These data are consistent with the notion that promoter-proximal pausing is important to maintain an open chromatin environment around the TSS.

**Figure 2.**
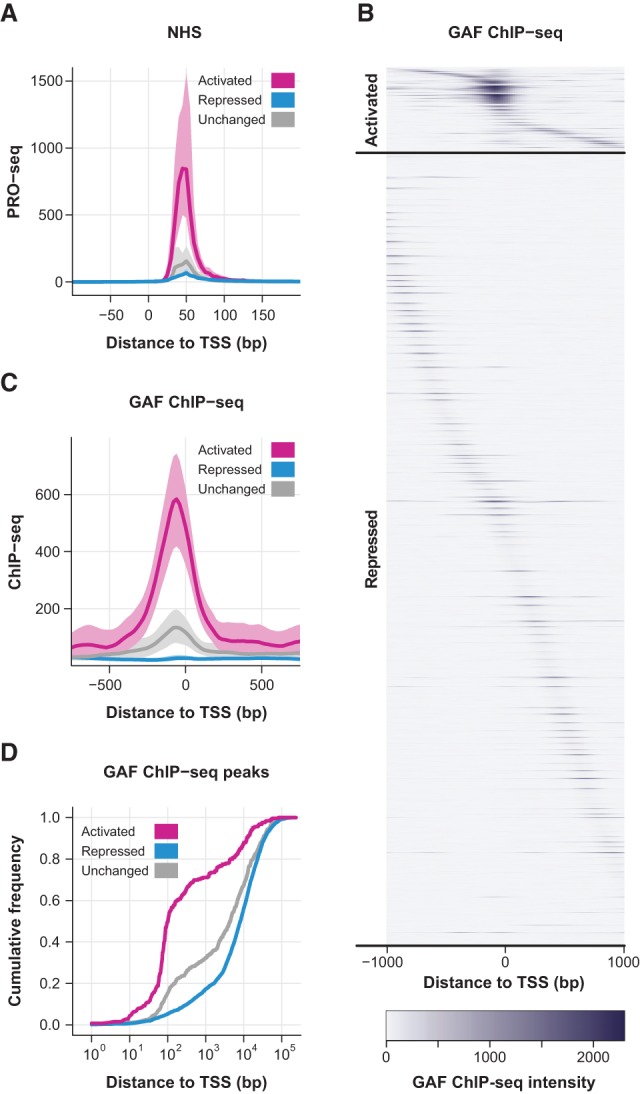
GAGA factor is highly enriched in the promoter region of HS-activated genes prior to HS. (*A*) PRO-seq read density between −100 and +200 bp to the TSS (in 5-bp bins) for the LacZ-RNAi NHS data set of HS-activated (*n* = 249), HS-repressed (*n* = 2300), and unchanged (*n* = 517) genes. The shaded area represents the 75% confidence interval. (*B*) Heat map showing the GAF ChIP-seq signal in 20-bp windows from ±1 kb to the TSS of HS-activated (*n* = 249) and HS-repressed (*n* = 2300) genes. For each class, genes were ordered by the distance between the highest-intensity window and the TSS. (*C*) GAF ChIP-seq read density between −750 and +750 bp to the TSS (in 20-bp bins) of HS-activated (*n* = 249), HS-repressed (*n* = 2300), and unchanged (*n* = 517) genes. The shaded area represents the 75% confidence interval. (*D*) Cumulative distribution plots of the distance between the closest GAF ChIP-seq peak and the TSS of each gene in the HS-activated, HS-repressed, and unchanged classes.

We calculated the pausing index (PI)—which is the ratio of read density in the promoter-proximal region relative to the gene body—for each individual gene (Supplemental Table S4; Core et al. 2008). The vast majority of HS-activated genes (∼90%) was classified as paused (Fisher's exact, *P*-value ≤ 0.01) (Supplemental Fig. S7B; Core et al. 2008). The PI is significantly higher for activated genes compared with the repressed (Mann-Whitney *U*-test, *P*-value < 2.2 × 10^−16^) and unchanged (Mann-Whitney *U*-test, *P*-value < 2.2 × 10^−16^) classes (Supplemental Fig. S7C). Although the pausing levels of HS-repressed genes are not as high as the activated class (Fig. 2A), a considerable percentage of repressed genes were also classified as paused (∼80%) (Supplemental Fig. S7B). Overall, our results indicate that high levels of promoter-proximal pausing are a general feature of HS-induced genes prior to HS and may play an important role in poising these genes for HS activation by transcription factors.

### GAGA factor is highly enriched in the promoter region of HS-activated genes

To identify candidate factors that play a role in allowing genes to be HS-activated, we screened modENCODE and other publically available genomic transcription factor-binding data (Celniker et al. 2009; Li and Gilmour 2013; Fuda et al. 2015) for factors that are differentially enriched in HS-activated relative to HS-repressed or unchanged genes prior to HS (Supplemental Table S5). The most significant differential enrichment was observed for GAF (Fig. 2B; Supplemental Table S5; GAF ChIP-seq data from Fuda et al. 2015). As seen in Figure 2B, when compared with the repressed class, HS-activated genes show enriched GAF binding immediately upstream of the TSS, which is also evidenced by a peak in the average ChIP-seq intensity profile (Fig. 2C). Furthermore, de novo motif analysis identified the DNA sequence bound by GAF, the GAGA element (Omichinski et al. 1997; Wilkins 1998), as the most significantly overrepresented motif in the promoter region of HS-activated genes (Supplemental Fig. S8).

We then identified the closest GAF ChIP-seq peak to the TSS of each gene and plotted the cumulative distribution of these distances for our three gene classes (activated, repressed, and unchanged) (Fig. 2D). GAF binds significantly closer to the activated genes than the repressed (Kolmogorov-Smirnov test, *P*-value < 2.2 × 10^−16^) (Fig. 2D) and unchanged (Kolmogorov-Smirnov test, *P*-value < 2.2 × 10^−16^) (Fig. 2D) classes, and >70% of activated genes are bound by GAF within ±1 kb of the TSS. These results suggest that GAF binding close to the TSS prior to HS is important for the activation of HS-induced genes.

### GAF is critical for HS activation when bound immediately upstream of the core promoter

To investigate whether GAF binding is essential for HS activation, we performed PRO-seq in biological replicates of GAF-RNAi-treated cells prior to HS and after 20 min of HS (Spearman's coefficient ranged between 0.96 and 0.99) (Fig. 3A,B; Supplemental Table S1; Supplemental Fig. S1A,B, right panels). The decrease in GAF protein levels after the RNAi treatment produced similar numbers of genes that were significantly activated or repressed by HS (cf. Supplemental Fig. S9A and Fig. 1A); however, a comparison of the HS gene body reads in the GAF-RNAi and LacZ-RNAi control identified many genes that were significantly affected by the knockdown. The HS PRO-seq levels of 20% of activated genes were affected by GAF-RNAi and nearly all were reduced (Fig. 3C, left panel), while <1% of the repressed class were affected (Fig. 3C, right panel), demonstrating that GAF is important for HS activation but not repression. Greater than 90% of the genes that have reduced HS induction after GAF knockdown have GAF binding within ±1 kb of the TSS (Fig. 3C, left panel). Taken together, these results indicate that promoter-bound GAF is indispensable for the proper activation of many HS-activated genes.

**Figure 3.**
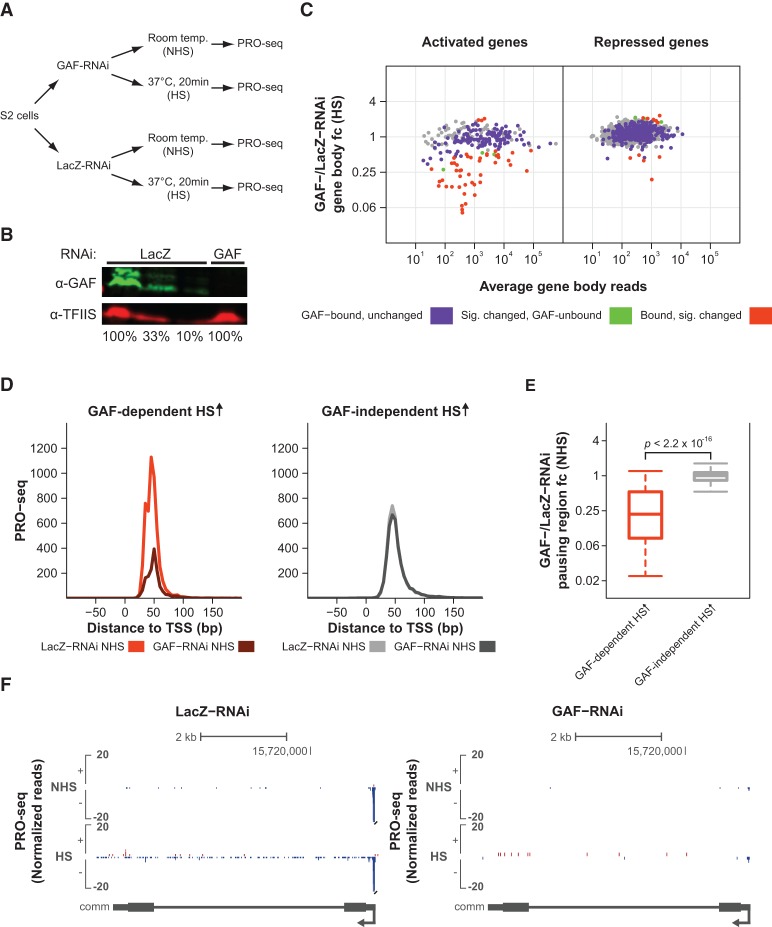
GAF's role in HS activation correlates with its function in establishing promoter-proximal pausing prior to HS. (*A*) Experimental setup. *Drosophila* S2 cells were treated with either GAF-RNAi or LacZ-RNAi for 5 d. Nuclei were then isolated for PRO-seq after cells were incubated at room temperature (NHS) or heat-shocked for 20 min (HS). (*B*) Western blot of whole-cell extracts from LacZ-RNAi-treated and GAF-RNAi-treated cells using antibodies detecting GAF and TFIIS (loading control). One-hundred percent is equivalent to 1.5 × 10^6^ cells. (*C*) DESeq2 analysis to determine the effect of GAF-RNAi treatment on the PRO-seq gene body reads after HS for the HS-activated (*n* = 249) and HS-repressed (*n* = 2300) classes. DESeq2 was used to identify significantly changed genes between GAF-RNAi HS and LacZ-RNAi HS cells, and the results are displayed as MA plots. Significantly changed genes were defined using an FDR of 0.001. GAF-bound genes are labeled in purple, significantly changed genes (according to DESeq2) are labeled in green, and genes that are both GAF-bound and significantly changed are labeled in orange. (fc) Fold change. (*D*) PRO-seq read density between −100 and +200 bp to the TSS (in 5-bp bins) for the LacZ-RNAi NHS and GAF-RNAi NHS treatments of genes with GAF-dependent (*n* = 44) or GAF-independent (*n* = 199) HS activation (HS ↑). (*E*) Box plot showing the GAF-/LacZ-RNAi pausing region fold change prior to HS (NHS) for genes with GAF-dependent or GAF-independent HS activation. Mann-Whitney *U*-test, *P*-value < 2.2 × 10^−16^. Over 70% of the genes with GAF-dependent HS activation have significantly reduced pausing upon GAF depletion prior to HS, while only 15% of the GAF-independent genes were significantly affected. (*F*) Representative view in the UCSC genome browser (Kent et al. 2002) of a gene with GAF-dependent pausing prior to HS whose activation is inhibited by GAF-RNAi treatment. PRO-seq normalized reads for the different RNAi treatments (LacZ and GAF) before and after HS for the plus strand are shown in red, and those for the minus strand are shown in blue. Gene annotations are shown at the *bottom*.

GAF is critical for the HS activation of many genes; however, the induction of >70% of the genes that are bound by GAF prior to HS is not affected by GAF knockdown. These two classes of GAF-bound genes, which respond differentially to GAF knockdown, cannot simply be explained by differences in the response to the RNAi treatment, since the GAF ChIP-seq signal for both classes is similarly reduced by the knockdown (Supplemental Fig. S9B). However, GAF-bound genes with GAF-dependent HS activation have significantly higher GAF ChIP-seq intensities when compared with the GAF-bound genes with GAF-independent HS activation (Mann-Whitney *U*-test, *P*-value = 8.96 × 10^−10^) (Supplemental Fig. S9C). The class of GAF-bound, HS-activated genes whose induction is dependent on GAF has a strong preference for GAF binding immediately upstream of the TSS, between −100 and −50 bp (Supplemental Fig. S9D, right panel). Taken together, these results suggest that higher binding levels and positioning upstream and proximal to the TSS are essential for GAF's role in HS activation.

### GAF's role in HS activation correlates with its function in establishing promoter-proximal pausing prior to HS

GAF has been shown to have a role in the establishment of promoter-proximal pausing and consequent HS activation of two classical HSP genes (Glaser et al. 1990; Lee et al. 1992; Lu et al. 1993; O'Brien et al. 1995), and a recent study has demonstrated that pausing was significantly reduced on a large subset of GAF-bound genes upon GAF depletion (Fuda et al. 2015). However, the role of GAF-mediated pausing in gene activation has not yet been studied in a comprehensive genome-wide manner. We hypothesized that GAF's role in HS activation is connected to its ability to create promoter-proximal pausing prior to HS.

To test this hypothesis, we compared the NHS promoter-proximal PRO-seq reads for the LacZ-RNAi control and GAF-RNAi treatment between the subset of GAF-bound genes whose HS induction is dependent on GAF (GAF-dependent HS activation) and the HS-activated genes whose induction is unaffected by GAF depletion (GAF-independent HS activation). As observed in Figure 3D, there is a substantial reduction in the NHS pausing levels after GAF knockdown for genes with GAF-dependent HS activation, while the NHS pausing levels of the GAF-independent class are largely unaffected. To quantify this effect, we compared the LacZ-RNAi and GAF-RNAi NHS reads in the pausing region for genes with GAF-dependent or GAF-independent HS activation. As observed in Figure 3E, most genes with GAF-dependent HS activation have a reduced number of reads (fold change <1) in the pausing region upon GAF knockdown prior to HS. In contrast, the distribution of fold changes for the GAF-independent class is centered around one, indicating that GAF binding prior to HS is not essential to establish pausing at these genes (Mann-Whitney *U*-test, *P*-value < 2.2 × 10^−16^). Figure 3F shows an example of a HS-activated gene that displays GAF-dependent pausing prior to HS whose induction is inhibited by GAF knockdown. Taken together, these results indicate that GAF's role in HS activation strongly correlates with its function in establishing promoter-proximal pausing prior to HS.

Figure 3D also shows that GAF-dependent genes have higher levels of promoter-proximal pausing prior to HS than the GAF-independent ones. Interestingly, they also have a higher average HS/NHS induction (Mann-Whitney *U*-test, *P*-value = 0.0367) (Supplemental Fig. S9E); however, the distribution of HS/NHS fold changes for these two classes mostly overlap. Additionally, there was no preferential enrichment for classical HSP genes in either class.

### Insulator proteins and M1BP are enriched in the promoter region of HS-activated genes with GAF-independent induction

While nearly all activated genes display promoter-proximal pausing prior to HS, we showed that GAF is essential for pausing establishment and HS activation on a subset of these genes. To identify factors that can contribute to the establishment of pausing on GAF-independent genes, we screened modENCODE and other publically available chromatin factor ChIP-seq or ChIP–chip data sets for factors that are differentially enriched in the promoter regions of GAF-independent relative to GAF-dependent genes prior to HS (Supplemental Table S6). Among the factors with the most significant differential enrichment were the transcription factor M1BP (ChIP-seq data from Li and Gilmour 2013), the insulator protein BEAF-32 (ChIP–chip data from Schwartz et al. 2012), and the chromodomain-containing protein Chromator (ChIP–chip data from Kharchenko et al. 2011) (Fig. 4A–C). M1BP is a recently discovered zinc finger transcription factor that has been shown to orchestrate promoter-proximal pausing in a GAF-independent manner (Li and Gilmour 2013). BEAF-32 is one of the insulator-associated proteins identified in *Drosophila* (Zhao et al. 1995), Chromator was initially identified as a mitotic spindle protein and later implicated in the regulation of chromosome structure through partial cooperation with BEAF-32 (Rath et al. 2006; Gan et al. 2011), and both of these proteins are enriched at the boundaries of physical chromosomal domains (Hou et al. 2012; Sexton et al. 2012). The factor with the highest differential enrichment for promoter-bound genes in our screen was the tandem kinase JIL-1 (Supplemental Table S6), which has been shown previously to interact with Chromator (Rath et al. 2006). However, a comparison between the JIL-1 ChIP–chip intensities of genes with GAF-dependent and GAF-independent HS activation did not show the same striking differences that were observed for M1BP, BEAF-32, and Chromator (Supplemental Fig. S10). Remarkably, almost no overlap exists between genes with GAF-dependent HS activation and genes bound by M1BP or insulator proteins within ±1 kb of the TSS (Fig. 4D). The mutually exclusive distributions of GAF and M1BP in promoter-proximal pausing has been reported previously (Li and Gilmour 2013), and our results suggest a possible role for M1BP in pausing and HS activation. Similarly to M1BP, the mutually exclusive distribution of insulator proteins and the GAF-dependent subset suggests that BEAF-32 and/or Chromator may have a role in generating promoter-proximal pausing when bound proximally to the TSS. GAF has also been classified as an insulator protein with enhancer-blocking activity (Ohtsuki and Levine 1998; Schweinsberg et al. 2004), which suggests a possible overlap between insulator function and a role in maintaining an open chromatin environment that enables promoter-proximal pausing and opens the possibility for a novel role of BEAF-32 and Chromator as pausing factors. Another possible explanation is that these insulator proteins reside between GAF and the TSS, therefore blocking any activity of GAF on the promoter, which could explain why pausing is not affected by GAF depletion at insulator-bound promoters.

**Figure 4.**
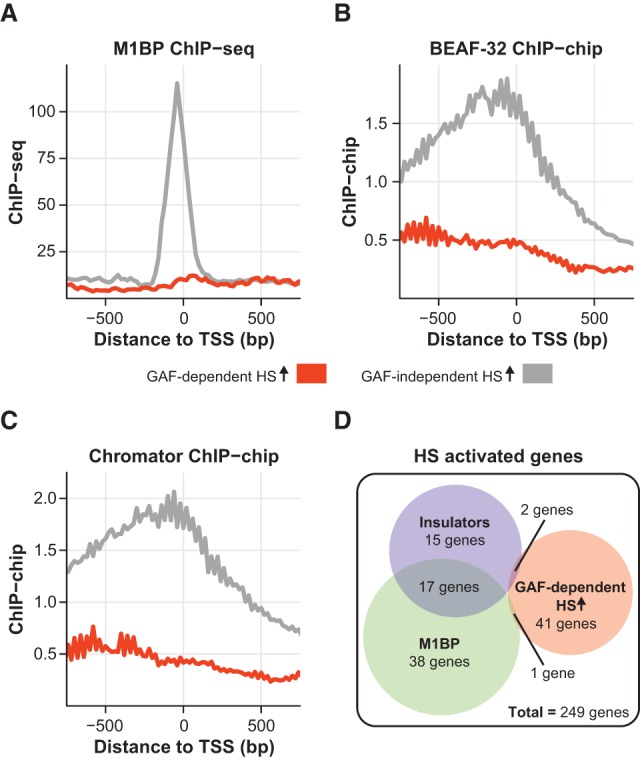
Insulator proteins and M1BP are enriched in the promoter region of HS-activated genes with GAF-independent induction. (*A*–*C*) M1BP ChIP-seq (*A*), BEAF-32 ChIP–chip (BEAF-HB antibody) (*B*), and Chromator ChIP–chip (BR antibody) (*C*) signal between −750 and +750 bp to the TSS (in 20-bp bins) of genes with GAF-dependent (*n* = 44) or GAF-independent (*n* = 199) HS activation (HS ↑). (*D*) Venn diagram showing the overlap between HS-activated genes with GAF-dependent activation and genes bound by M1BP or both insulator proteins (BEAF-32 and Chromator; only genes with insulator binding detected by both antibodies for these two proteins were considered) within ±1 kb of the TSS.

### M1BP is important for promoter-proximal pausing and HS activation of a subset of M1BP-bound HS-activated genes

To investigate whether M1BP has a role in pausing and HS activation of M1BP-bound genes with GAF-independent HS activation, we performed PRO-seq in biological replicates of M1BP-RNAi-treated cells prior to HS and after 20 min of HS (Spearman's coefficient ranged between 0.97 and 0.99) (Fig. 5A,B; Supplemental Table S1; Supplemental Fig. S11A,B, right panels). As seen in Figure 5C, M1BP depletion by RNAi has a small effect on the HS activation of M1BP-bound, HS-activated genes when compared with the LacZ-RNAi control; however, this effect was not statistically significant. To assess whether, like GAF, M1BP's role in HS activation is associated with its role in establishing promoter-proximal pausing, we then focused on the subset of HS-activated, M1BP-bound genes that display M1BP-dependent pausing prior to HS. As seen in Figure 5D, M1BP knockdown has a significant effect on the HS activation of this subset of genes (Mann-Whitney *U*-test, *P*-value = 0.05), indicating that M1BP has a role in pausing establishment and HS activation of at least a subset of M1BP-bound genes. Figure 5E shows an example of a gene that displays M1BP-dependent pausing prior to HS whose HS induction is affected by M1BP knockdown. Thus, M1BP, like GAF, is important for pausing and HS activation of a subset of genes, supporting the hypothesis that pausing is a prerequisite for HS activation.

**Figure 5.**
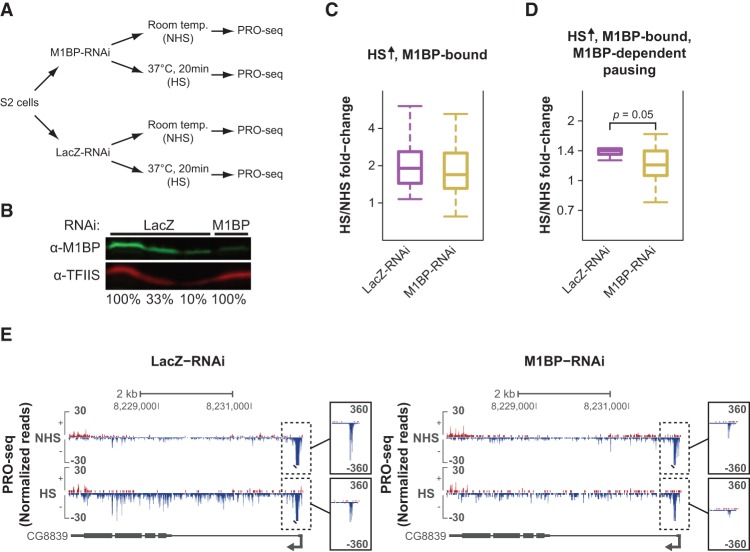
M1BP is important for pausing and HS activation of a subset of M1BP-bound genes with GAF-independent induction. (*A*) Experimental setup. *Drosophila* S2 cells were treated with either M1BP-RNAi or LacZ-RNAi for 5 d. Nuclei were then isolated for PRO-seq after cells were incubated at room temperature (NHS) or heat-shocked for 20 min (HS). (*B*) Western blot of whole-cell extracts from LacZ-RNAi-treated and M1BP-RNAi-treated cells using antibodies detecting M1BP and TFIIS (loading control). One-hundred percent is equivalent to 1.5 × 10^6^ cells. (*C*) Box plot showing the HS/NHS fold change of M1BP-RNAi or LacZ-RNAi control cells for all M1BP-bound, HS-activated genes (HS ↑). (*D*) Box plot showing the HS/NHS fold change of M1BP-RNAi or LacZ-RNAi control cells for M1BP-bound, HS-activated genes with M1BP-dependent pausing. Mann-Whitney *U*-test, *P*-value = 0.05. (*E*) Representative view in the UCSC genome browser (Kent et al. 2002) of a gene with M1BP-dependent pausing prior to HS whose activation is decreased by M1BP-RNAi treatment. PRO-seq normalized reads for the different RNAi treatments (LacZ and M1BP) before and after HS for the plus strand are shown in red, and those for the minus strand are shown in blue. Gene annotations are shown at the *bottom*.

### HSF is essential for the induction of only a small minority of HS-activated genes

HSF is the evolutionarily conserved master regulator of the HS response and is essential for the activation of classical HSP genes (Wu 1995). Inducible HSF binding at those genes is critical for the recruitment of the positive elongation factor P-TEFb (Lis et al. 2000), which modulates the release of Pol II into productive elongation. We used our previously published HSF ChIP-seq data sets performed before and after 20 min of HS induction (Guertin and Lis 2010) to determine whether HSF also preferentially binds to noncanonical HS-activated genes. HSF ChIP-seq peaks are closer to the TSS in the HS-activated class when compared with the HS-repressed (Kolmogorov-Smirnov test, *P*-value = 4.04 × 10^−12^) (Fig. 6A) and unchanged (Kolmogorov-Smirnov test, *P*-value = 1.6 × 10^−7^) gene classes (Fig. 6A). Surprisingly, even though HSF is enriched in the proximity of activated genes, <20% of those genes have an HSF ChIP-seq peak within ±1 kb of the TSS. The existence of HSF-independent genes has been demonstrated previously in *Drosophila* (Gonsalves et al. 2011). However, our study substantially expands the number of identified genes and offers a more comprehensive view of HSF-independent regulation due to the considerably higher resolution and sensitivity afforded by our binding and nascent transcription assays. These results indicate that HSF can activate genes when bound to distal enhancer sites or that there are other factors dictating the induction of HS-activated genes.

**Figure 6.**
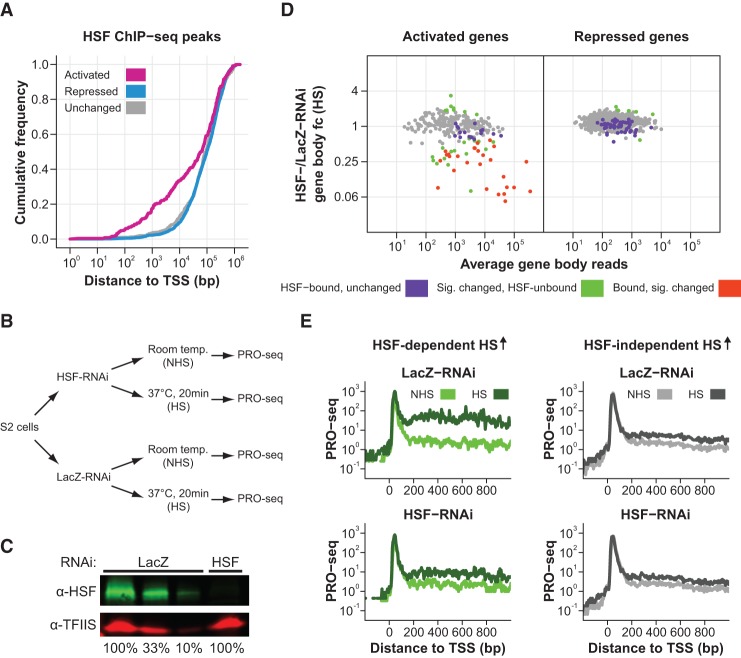
HSF is essential for the induction of only a small minority of HS-activated genes and activates genes by stimulating the release of paused Pol II. (*A*) Cumulative distribution plots of the distance between the closest HSF ChIP-seq peak and the TSS of each gene in the HS-activated (*n* = 249), HS-repressed (*n* = 2300), and unchanged (*n* = 517) classes. (*B*) Experimental setup. *Drosophila* S2 cells were treated with either HSF-RNAi or LacZ-RNAi for 5 d. Nuclei were then isolated for PRO-seq after cells were incubated at room temperature (NHS) or heat-shocked for 20 min (HS). (*C*) Western blot of whole-cell extracts from LacZ-RNAi-treated and HSF-RNAi-treated cells using antibodies detecting HSF and TFIIS (loading control). One-hundred percent is equivalent to 1.5 × 10^6^ cells. (*D*) DESeq2 analysis to determine the effect of HSF-RNAi treatment on the PRO-seq gene body reads after HS for the HS-activated and HS-repressed classes. We used DESeq2 to identify significantly changed genes between HSF-RNAi HS and LacZ-RNAi HS cells, and the results are displayed as MA plots. Significantly changed genes were defined using an FDR of 0.001. HSF-bound genes are labeled in purple, significantly changed genes (according to DESeq2) are labeled in green, and genes that are both HSF-bound and significantly changed are labeled in orange. (fc) Fold change. (E) PRO-seq read density between −200 and +1000 bp to the TSS (in 5-bp bins) of genes with HSF-dependent (*n* = 44) or HSF-independent (*n* = 197) HS activation (HS ↑) for the LacZ-RNAi and HSF-RNAi data sets before (NHS) and after HS.

### HSF activates genes by stimulating the release of paused Pol II

To investigate HSF's roles during the HS-induced transcriptional response, we performed PRO-seq in biological replicates of HSF-RNAi-treated cells prior to HS and after 20 min of HS (Spearman's coefficient ranged between 0.96 and 0.99) (Fig. 6B,C; Supplemental Table S1; Supplemental Fig. S1A,B, middle panels). Comparison of the HS gene body reads in the LacZ-RNAi control and HSF-RNAi for activated and repressed genes shows that the HS PRO-seq levels of 20% of activated genes were affected by HSF-RNAi, while a significant change was observed for only <1% of the repressed class, demonstrating that HSF is important for HS activation but not repression (Fig. 6D).

Most of the activated genes that have HSF binding within ±1 kb of the TSS have reduced HS induction after HSF knockdown (Fig. 6D, left panel, orange points). HSF-bound genes with compromised induction upon HSF knockdown are enriched for HSF binding immediately upstream (within 200 bp) of the TSS, while the unaffected class displays a random distribution of distances (Supplemental Fig. S12A). Furthermore, HSF-bound genes with reduced HS induction have significantly higher HSF ChIP-seq binding intensity when compared with the unaffected class (Mann-Whitney *U*-test, *P*-value = 2.5 × 10^−3^) (Supplemental Fig. S12B), indicating that higher HSF binding levels and positioning upstream and proximal to the TSS are important for the induction of HSF's target genes. Additionally, a comparison of all induced, HSF-dependent genes with the remainder of HS-activated genes (HSF-independent HS activation) showed that genes depending on HSF have stronger HS induction (Fig. 6E). As expected, HSF is essential for the HS activation of all seven classical HSP genes in our gene list, which strongly contributes to the higher HS induction of HSF-dependent genes relative to genes with HSF-independent HS activation (Fig. 6E).

HSF depletion does not affect the induction of most genes that are not bound by HSF within ±1 kb of the TSS (Fig. 6D, left panel, gray points). Nonetheless, the presence of significantly changed genes with no proximal HSF binding (Fig. 6D, left panel, green points) indicates that HSF may be able to mediate activation at distal enhancer sites on a small subset of genes. The enhancer activity of HSF has been shown previously in a focused study of *Hsp70* to be weak and require large arrays of HSF-binding sites (Bienz and Pelham 1986). This early study and the rarity with which we found HSF acting at a distance might be explained if such long-range interactions required specialized binding sites and chromatin architecture. Clearly, the preferred mode of HSF action is close to promoters.

Composite profiles show that the average pausing levels of genes with HSF-dependent and HSF-independent HS activation are not affected by HS in both LacZ-RNAi and HSF-RNAi conditions (Fig. 6E), indicating that HSF depletion and HS do not have much of an effect on pausing. Quantification of the effect of HSF knockdown on pausing levels in both NHS and HS conditions for all HS-activated genes revealed that the pausing level of only one gene was significantly affected by the knockdown (Supplemental Fig. S12C). Taken together, these results suggest that HSF acts mainly at the release of paused Pol II into productive elongation, which is consistent with the critical role of HSF in the recruitment of the pause release factor P-TEFb to *Hsp70* (Lis et al. 2000).

### HS transcriptional repression results in a decrease of promoter-proximally paused Pol II

Our data revealed that HS induction causes a vast transcriptional shutdown, with thousands of genes being repressed after 20 min of increased temperatures (Fig. 1A). To elucidate the mechanisms involved in this repression, we observed the PRO-seq profile for all repressed genes plotted as heat maps before and after HS (Fig. 7A). This analysis indicates the presence of enriched PRO-seq reads in the region immediately downstream from the TSS, representing promoter-proximally paused polymerases. Both gene body reads and reads in this promoter-proximal region are reduced after HS, which is also evidenced by the overall blue color of the fold change heat map (Fig. 7A, right panel). The overall NHS and HS distributions and the HS/NHS fold change are very similar after HSF depletion by knockdown (Fig. 7B), indicating that HSF does not play a role in gene repression by HS.

**Figure 7.**
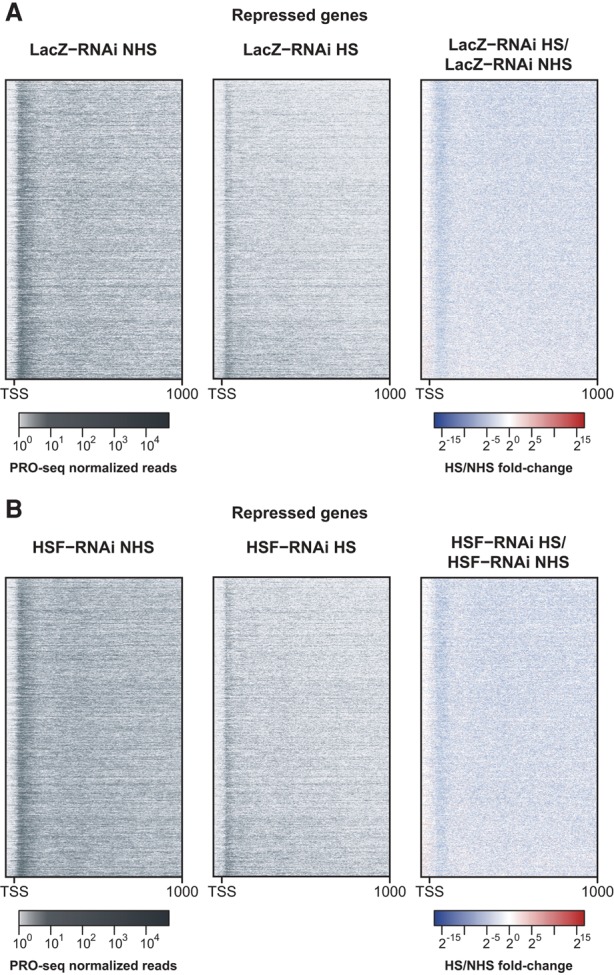
HS transcriptional repression is HSF-independent and results in a decrease of promoter-proximally paused Pol II. Heat maps showing the NHS PRO-seq levels (*left* panel), the HS PRO-seq levels (*middle* panel), and the fold change between the two conditions (*right* panel) between −50 and +1000 bp to the TSS (in 5-bp bins) of HS-repressed genes (*n* = 2300) for the LacZ-RNAi (*A*) and HSF-RNAi (*B*) treatments. Genes in both *A* and *B* are sorted by the HS/NHS PRO-seq fold change in the LacZ-RNAi condition (highest to lowest).

## Discussion

In this study, we used PRO-seq to comprehensively characterize the direct changes in Pol II distribution that occur in *Drosophila* S2 cells in the minutes following HS. We show that the HS response is more general than previously appreciated, with thousands of genes being repressed and hundreds activated by heat. This latter class is not limited to the group of cellular chaperones that are known to be activated by stress (Lindquist and Craig 1988) and includes hundreds of other genes with various cellular functions (Supplemental Table S2). Surprisingly, only 20% of the activated genes are regulated by HSF, which was previously believed to be the major orchestrator of the response. Moreover, we show that promoter-proximal pausing is highly pronounced and prevalent among activated genes prior to HS. GAF, which has been shown to be important for establishing pausing, is highly enriched at the promoters of HS-activated genes, and our results suggest that GAF-mediated pausing in a subset of these genes is essential for HS activation. Furthermore, our results indicate that HS activation of HSF-dependent genes is regulated at the level of pausing release, whereas HS repression of thousands of genes is regulated at the step of transcription initiation in *Drosophila*, and this process is independent of HSF. Very recently, we showed in mice that HS activation is similarly regulated by HSF at the level of pause release; however, in contrast to *Drosophila*, HS repression of genes is also mediated at pause release (Mahat et al. 2016). In both mammals and *Drosophila*, the widespread transcriptional repression is independent of HSF. Overall, by measuring how transcription changes after HS, our results provide insights into mechanisms of transcription activation and repression, the key regulating factors, and the steps in the transcription cycle that are modulated.

### GAF-mediated promoter-proximal pausing is essential for the HS activation of a subset of genes

Classical HSP genes accumulate paused Pol II molecules between 20 and 50 bp downstream from the TSS prior to HS (Rougvie and Lis 1988; Rasmussen and Lis 1993). Our results and analyses greatly expand on these previous findings and indicate that pausing is a common feature among HS-activated genes and is not specific to the highly induced class of molecular chaperones. Previous studies have shown that the paused Pol II complex on *Hsp70* and many other genes is remarkably stable (Henriques et al. 2013; Buckley et al. 2014; Jonkers et al. 2014), and this stably paused molecule can help to maintain an open chromatin environment that is accessible to transcription factors that will promote the release of Pol II into productive elongation, mediating a rapid response to HS. The open chromatin state of our newly identified HS-activated genes is confirmed with the higher DNase I hypersensitivity signal observed in the promoter region relative to repressed and unchanged genes (Supplemental Fig. S7A).

GAF has been shown previously to be important for establishing pausing and is highly enriched in the promoter region of activated genes prior to HS. GAF is essential for HS activation of a subset of GAF-bound genes that have high levels of GAF binding in the region immediately upstream of the core promoter, indicating that GAF's positioning and levels are important for its role in the HS response. We also observed that the pausing levels of genes with GAF-dependent HS activation are dramatically reduced upon GAF depletion prior to HS. Transgenic studies of the model *Hsp70* gene have demonstrated that the presence of the GAF-binding element is essential for generating pausing at this gene and that pausing level changes created by mutating the core promoter strongly correlate with the promoter's potential to induce transcription upon HS induction (Lee et al. 1992). Our results expand on these studies and demonstrate that GAF depletion prior to HS in the native chromatin environment of a subset of HS-activated genes abrogates Pol II pausing levels and the consequent induction of these genes by HS. Importantly, other GAF-bound genes that maintain pausing upon GAF knockdown due to the activity of other pausing factors like M1BP and possibly the insulator proteins BEAF-32 and Chromator remain fully HS-inducible. We propose a model in which GAF-mediated pausing is essential to maintain an open chromatin environment at the promoter region prior to HS (Supplemental Fig. S13A). When GAF is depleted by knockdown and pausing is not properly established, the promoter loses its potential to induce transcription after HS (Supplemental Fig. S13A).

### HSF acts at the step of promoter-proximal pausing release

HSF depletion has almost no effect on pausing reads both before and after HS (Supplemental Fig. S12C), and the average pausing levels are largely unaffected by HS and HSF knockdown (Fig. 6E). The amount of pausing is determined by the transcription recruitment/initiation rate and the rate of escape into productive elongation. If HSF was acting at the step of Pol II initiation, we would expect the pausing levels to be reduced upon HSF depletion, which is not observed. Therefore, we propose a model in which, after being recruited to the promoter region upon HS, HSF promotes the release of Pol II into the gene body (Supplemental Fig. S13B), likely through the indirect recruitment of P-TEFb, which has been shown to be the case for classical HSP genes (Lis et al. 2000). Pausing also maintains an open chromatin environment that is accessible to transcription activators such as HSF. In this model, the activity of factors that are important for establishing pausing prior to HS, such as GAF, is crucial for HSF-dependent HS activation (Supplemental Fig. S13B), and failure to generate pausing prevents the induction of HSF target genes. Less than 20% of the genes with HSF-dependent HS activation are also dependent on GAF for activation, indicating that the action of other factors such as M1BP and possibly BEAF-32 and Chromator is important for pausing and consequent HS activation of these HSF-dependent genes.

### HS causes a rapid and broad reduction in transcription, which is regulated at the transcription initiation step and is independent of HSF

Early low-resolution studies in *Drosophila* polytene chromosomes have shown that HS causes a genome-wide down-regulation of transcription (Spradling et al. 1975; Jamrich et al. 1977), presumably to reduce the accumulation of misfolded protein aggregates. Although this has been a paradigm in the HS field, higher-resolution genome-wide studies have failed to identify all of the primary genes that are repressed by heat, mostly due to the limitations of measuring steady-state levels of mRNA, which requires that the mRNAs already present in the cells have shorter half-lives than the HS time points used in the experiment. Our results provide definitive evidence to support the widespread shutdown of transcription caused by HS. We identified and quantified the genes with significantly reduced transcription and demonstrated that the HS-repressive response is very rapid, with more than a thousand genes being repressed after only 5 min of HS (Supplemental Fig. S6A). Furthermore, the Pol II density in the promoter-proximal region, which represents the paused Pol II molecules, is also significantly reduced across all HS-repressed genes (Fig. 7). The accumulation of Pol II in the pausing region depends on both the transcription initiation rate and the rate of escape into productive elongation. The reduction in pausing levels thus indicates that the recruitment and initiation of Pol II are affected by HS (Supplemental Fig. S13C).

The HS-induced binding of HSF is not essential for the genome-wide transcriptional repression (Fig. 7), and, given the magnitude of this repressive response, we believe that it is unlikely that one single transcription repressor is responsible for inhibiting transcription initiation in all HS-repressed genes. We considered three possible mechanisms, which are not mutually exclusive, that could be responsible for HS-mediated repression. (1) The activity of a general transcription factor that is involved in recruitment of Pol II to the promoter could be modulated by heat stimulus. (2) Changes in nucleosomal composition or positioning induced by heat could generate an unfavorable chromatin environment that would prevent transcription initiation and elongation. A previous study has demonstrated that HS results in decreased nucleosome turnover genome-wide within gene bodies; however, the same pattern was observed after drug inhibition of Pol II elongation, arguing that reduced nucleosome turnover may be a consequence rather than the cause of the genome-wide transcriptional repression (Teves and Henikoff 2011). (3) A genome-wide rearrangement of the three-dimensional (3D) chromatin structure could either disrupt long-range interactions that are needed for transcription or allow new long-range interactions that repress transcription initiation, which is supported by a recent study in a different *Drosophila* cell line that demonstrated that HS induces a genome-wide rearrangement in the 3D nuclear architecture (Li et al. 2015). Any model must accommodate our new observations that (1) recruitment of Pol II is the step in the transcription cycle that is regulated, (2) HSF is not involved in the repression, and (3) the specifically repressed genes identified here and their level of down-regulation must be accommodated by any proposed regulatory factor interactions.

## Materials and methods

### GAF-RNAi, HSF-RNAi, M1BP-RNAi, and LacZ-RNAi treatments

*Drosophila* S2 cells were grown in M3 + BPYE medium supplemented with 10% FBS until they reached 3 × 10^6^ to 5 × 10^6^ cells per milliliter. At this point, the cells were split into 1 × 10^6^ cells per milliliter in serum-free M3 + BPYE medium, and the desired volume of cells was mixed with LacZ, GAF, HSF, or M1BP dsRNA to a final concentration of 10 µg/mL. After incubation for 45 min at 25°C, an equal volume of M3 + BPYE medium supplemented with 20% FBS was added to the cells. After 2.5 d, the cells were split 1:2 into two new flasks, and more dsRNA was added to keep the final concentration at 10 µg/mL. After 2.5 d, the cells were HS-treated and harvested for nuclei isolation. The M1BP-RNAi treatment was performed separately with its own LacZ control.

The dsRNAs used in these experiments were transcribed from a dsDNA template that had a T7 polymerase promoter at both ends. The DNA templates were generated by PCR using the following primers: LacZ forward (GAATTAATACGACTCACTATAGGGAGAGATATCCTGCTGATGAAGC), LacZ reverse (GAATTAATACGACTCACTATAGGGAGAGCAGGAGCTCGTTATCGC), GAF forward (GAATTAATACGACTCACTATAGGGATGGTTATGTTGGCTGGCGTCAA), GAF reverse (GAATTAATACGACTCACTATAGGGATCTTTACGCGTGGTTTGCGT), HSF forward (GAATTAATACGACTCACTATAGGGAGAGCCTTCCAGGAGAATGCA), HSF reverse (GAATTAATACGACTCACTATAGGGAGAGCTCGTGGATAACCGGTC), M1BP forward (from Li and Gilmour 2013) (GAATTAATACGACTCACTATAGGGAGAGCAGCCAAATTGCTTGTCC), and M1BP reverse (from Li and Gilmour 2013) (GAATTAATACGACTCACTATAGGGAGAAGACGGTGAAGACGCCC).

### Western blot analysis to assess knockdown levels

Western blots were performed using standard conditions, and dilutions of the LacZ-RNAi control samples were used as a quantitative indication of signal linearity. Laboratory stocks of rabbit anti-HSF and anti-GAF antibodies and guinea pig anti-TFIIS antibody were used at dilutions of 1:2000, 1:500, and 1:3000, respectively. The rabbit anti-M1BP antibody was provided by David Gilmour's laboratory and was used at a 1:5000 dilution. We used 1 mg/mL IRDye 800CW donkey anti-rabbit and 1 mg/mL IRDye 680LT donkey anti-guinea pig as secondary antibodies at a 1:15,000 dilution, and the membrane was imaged using the LI-COR Odyssey imaging system.

### HS treatments

For the HS treatments, an equal volume of M3 + BPYE medium (no serum) at 48°C was added to the cells, and the cultures were incubated for the desired time at 37°C.

### Preparation of PRO-seq libraries

Nuclei isolation and PRO-seq library preparation were performed as described previously (Kwak et al. 2013).

### Preparation of RNA-seq libraries

Total RNA from S2 cells was extracted using TRIzol reagent (Thermo Fisher Scientific) and then isolated from the aqueous phase using the EZNA total RNA kit I (Omega Bio-tek). The following steps were performed by the Cornell RNA Sequencing Core (Department of Biomedical Sciences, College of Veterinary Medicine, Cornell University). Poly(A)^+^ RNA was isolated with the NEBNext Poly(A) mRNA magnetic isolation module (New England Biolabs). TruSeq-barcoded RNA-seq libraries were generated with the NEBNext Ultra Directional RNA library preparation kit (New England Biolabs). Each library was quantified with a Qubit 2.0 (dsDNA HS kit, Thermo Fisher Scientific), and the size distribution was determined with a fragment analyzer (Advanced Analytical) prior to pooling.

### PRO-seq data acquisition

PRO-seq libraries were sequenced in 50-nucleotide (nt) runs on the Illumina HiSeq using standard protocols at the Cornell Biotechnology Resource Center (http://www.BRC.cornell.edu). Raw sequencing reads were processed using the FastX toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Illumina adapters were removed with the fastx_clipper tool, and reads were trimmed to 26-mers using fastx_trimmer. Sequencing reads <15 nt were discarded. fastx_reverse_complement was then used to generate the reverse complement of the sequencing reads, which correspond to the sense strand of nascent RNA in the nucleus. Reads were aligned uniquely to the *D. melanogaster* dm3 reference genome using Bowtie (Langmead et al. 2009) with up to two mismatches. Histograms of the 3′ end position of each mapped read in base-pair resolution were generated in bedgraph format and used for all subsequent analyses. Supplemental Table S1 contains a summary of sequencing yields and the number of reads that mapped uniquely to the genome or other annotations. Replicates were highly correlated and pooled for further analyses (Supplemental Fig. S1). Sequencing data sets were deposited at Gene Expression Omnibus (GEO) under accession number GSE77607.

### PRO-seq normalization method

We used a previously published Pol II ChIP-seq data set in *Drosophila* S2 cells (Teves and Henikoff 2011) to identify genes whose transcription does not change during HS. Unlike ChIP-seq reads, which can originate from both sense and antisense strands, PRO-seq reads are strand-specific. Therefore, in order to increase the likelihood of selecting genes that have the majority of their reads originating from the sense strand, we used our PRO-seq LacZ-RNAi control data sets (NHS and 20 min of HS) to identify and filter out genes that have high levels of transcription in the antisense strand. To identify those genes, we calculated the fraction of PRO-seq reads originated from the antisense strand for each gene and kept only the ones whose fraction was ≤0.2 for both the NHS and 20-min HS conditions. Because of the high background in ChIP-seq data, we then focused on genes with the highest levels of Ser2-P ChIP signal (*Z*-score > 3) (Core et al. 2012), assuming that these contained the highest densities of transcribing Pol II over background. In order to obtain a final subset of unaffected genes, we filtered out the ones whose gene body fold change between NHS and HS conditions was <0.85 and >1.15, resulting in 335 genes. The mRNA levels of this subset of genes were also unaffected after HS (Supplemental Fig. S2), which is consistent with the transcription levels of these genes not changing after induction.

We then used the sum of the total number of gene body reads for all 335 genes to generate normalization factors in our PRO-seq data to normalize the data sets between replicates and different time points. Since the GAF-RNAi, HSF-RNAi, and M1BP-RNAi treatments did not result in genome-wide changes in transcription in both the NHS and 20-min HS time points, we used the same subset of 335 unaffected genes to normalize the data sets between different RNAi treatments (LacZ, GAF, HSF, and M1BP).

To assess the efficacy of this normalization method, we examined the correlation between gene body and promoter reads for replicates (Supplemental Fig. S1) and gene body reads across different time points (Supplemental Fig. S3A,B). All replicates showed good correlation and time points that were closer to each other have higher correlation coefficients and better fits to the 1:1 diagonal. Moreover, for the RNAi treatments, we examined the correlation between gene body reads across different conditions (NHS and 20-min HS) and observed that the NHS data sets have higher correlation coefficients and better fits to the 1:1 diagonal when plotted against each other, and the same was observed for the HS treatments (Supplemental Fig. S3C,D). Taken together, these results indicate that the normalization method worked appropriately.

### Differential expression analysis using DESeq2

We used DESeq2 (Love et al. 2014) to identify genes whose gene body reads significantly change after HS, starting with a list of 9452 nonoverlapping genes described previously (Core et al. 2012). Gene body reads were collected from 200 bp downstream from the TSS, and we used different 3′ limits for each time point, assuming a conservative estimate for Pol II transcription elongation rate of 1 kb/min. We provided our own normalization factors for the DESeq2 calculations, which were obtained as described above. We used an FDR of 0.001 to identify activated and repressed genes. Unchanged genes were defined as having an adjusted *P*-value of >0.5 and log_2_ fold change higher than −0.25 and less than 0.25.

### Upstream transcription filter

To minimize the number of false positives caused by changes in run-through transcription originated at the upstream gene, we implemented a filter to exclude from our analyses genes that have high levels of transcription in the region immediately upstream of the TSS. For each gene, we obtained the read counts from a window upstream of the TSS (−500 to −100 bp of the TSS) and a window in the gene body (+300 to +700 bp of the TSS) (Supplemental Fig. S4A). The 3′ limit of the upstream window was defined as −100 bp to the TSS to avoid confounding effects of potentially misannotated TSSs. In the case of the gene body window, the 5′ limit was defined as +300 bp to the TSS to avoid the region immediately downstream from the TSS, which can contain peaks of promoter-proximal paused Pol II. We then took the ratio of the read counts in these two regions for each gene, taking into consideration the number of mappable positions in the two windows (Supplemental Fig. S4A). This ratio was named the “upstream ratio” and was later used to exclude false positive genes from our analyses.

In order to verify whether we could distinguish true and false positives based on the upstream ratio and define the appropriate cutoff to filter out false positive genes, we visually inspected 100 randomly selected HS-activated genes and classified each one as true or false positive based on the presence or absence of run-through transcription. The average mRNA levels (Supplemental Fig. S4B) are higher for the genes that were defined as true positives, which provides an independent verification of the criteria that were used to define true and false positives.

The distribution of upstream ratios for the LacZ-RNAi HS condition was very distinct for true and false positives, with very little overlap (Supplemental Fig. S4C), indicating that this metric could be used to identify false positives. In order to define the optimal cutoff, we evaluated the performance of all potential cutoffs from 0 to 1 in 0.01 increments and used the accuracy metric (true positives + true negatives)/total to identify the cutoff with the best performance (Supplemental Fig. S4D). The horizontal line in Supplemental Fig. S4C represents the chosen cutoff (0.23). Filtering out genes with upstream ratios >0.23 eliminated all but one false positive, with only a minor loss of true positive genes.

We then filtered out genes with upstream ratios >0.23 in the HS-activated and HS-repressed classes to generate the final subsets of genes that were used in all subsequent analyses. In order to use the condition with the highest PRO-seq levels for upstream ratio calculation, we used the NHS upstream ratio to filter the repressed subsets of genes and the HS upstream ratio to filter the activated subsets for every HS and RNAi treatment.

### GO analysis

GO analysis on HS-activated and HS-repressed genes was performed using the Functional Annotation tool from DAVID (Huang et al. 2009), in which “GOTERM_BP_FAT” was selected.

### Composite profiles

The composite profiles in Figures 2, A and C; 3D; 4, A–C; and 6E and Supplemental Figures S7A and S10 represent the median from 1000 subsamplings of 10% of the genes in each class, as described previously (Core et al. 2012; Danko et al. 2013). The shaded areas in Figure 2, A and C, and Supplemental Fig. S7A represent the 75% confidence intervals.

### Promoter-proximal pausing analysis

The “pausing region” was defined as the 50-bp interval with the highest number of reads within −50 to +150 bp of the TSS. This region was defined using the LacZ-RNAi control NHS condition, and the same interval was used for all of the other treatments and conditions. The pausing index was then calculated as the ratio of the read density in the pausing region (reads/mappable bases) and the read density in the gene body (as defined above). Genes were classified as paused as described previously (Core et al. 2008). We used DESeq2 to identify genes whose pausing levels significantly change after HS using an FDR of 0.001.

### Transcription factor binding analysis

We used bedtools closest (Quinlan and Hall 2010) to identify the closest HSF, GAF, or M1BP ChIP-seq peak to the TSS of every transcription unit in our list. HSF-, GAF-, or M1BP-bound genes were defined as having a ChIP-seq peak within ±1000 bp of the TSS. For the modENCODE factors, bound genes were defined as having a “regions_of_sig_enrichment” (from ChIP–chip gff3 file) within ±1000 bp of the TSS.

### De novo motif search

De novo motif analysis of the promoter regions of HS-activated genes (−300 to +50 bp of the TSS) was performed using MEME (Bailey and Elkan 1994). Individual matches to the HSE's position weight matrix were identified by FIMO (Grant et al. 2011).

### RNA-seq data acquisition and analysis

RNA-seq libraries were sequenced in 100-nt runs on the Illumina HiSeq using standard protocols at the Cornell Biotechnology Resource Center (http://www.BRC.cornell.edu). Illumina adapters were removed with the fastx_clipper tool (http://hannonlab.cshl.edu/fastx_toolkit/index.html), and sequencing reads <20 nt were discarded. Reads were aligned to the *D. melanogaster* dm3 reference genome/transcriptome using TopHat2 (Kim et al. 2013) with the following parameters: “--library-type fr-firststrand --no-novel-juncs.” Supplemental Table S3 contains a summary of sequencing yields and the number of reads that mapped to the genome/transcriptome or other annotations. Sequencing data sets are available under GEO accession number GSE77607.

FPKM (fragments per kilobase per million mapped fragments) values for each gene were generated with Cuffnorm (Trapnell et al. 2010) using the BAM files generated by TopHat2 as input. Raw counts for each gene were obtained using HTSeq-count (Anders et al. 2014) and used as input for differential expression analysis using DESeq2 (Love et al. 2014). We used an FDR of 0.001 to identify genes whose mRNA levels significantly increase or decrease upon HS.

## Supplementary Material

Supplemental Material

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation — Supplemental Material 

# Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation

## Supplemental Material

- Supplemental\_FigureS1.pdf
- Supplemental\_FigureS8.pdf
- Supplemental\_FigureS12.pdf
- Supplemental\_TableS6.xlsx
- Supplemental\_FigureS6.pdf
- Supplemental\_FigureS10.pdf
- Supplemental\_TableS4.xlsx
- Supplemental\_FigureS4.pdf
- Supplemental\_TableS2.xlsx
- Supplemental\_FigureS2.pdf
- Supplemental\_FigureS9.pdf
- Supplemental\_FigureS13.pdf
- Supplemental\_FigureS7.pdf
- Supplemental\_FigureS11.pdf
- Supplemental\_TableS5.xlsx
- Supplemental\_FigureS5.pdf
- Supplemental\_TableS3.pdf
- Supplemental\_FigureS3.pdf
- Supplemental\_TableS1.pdf

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

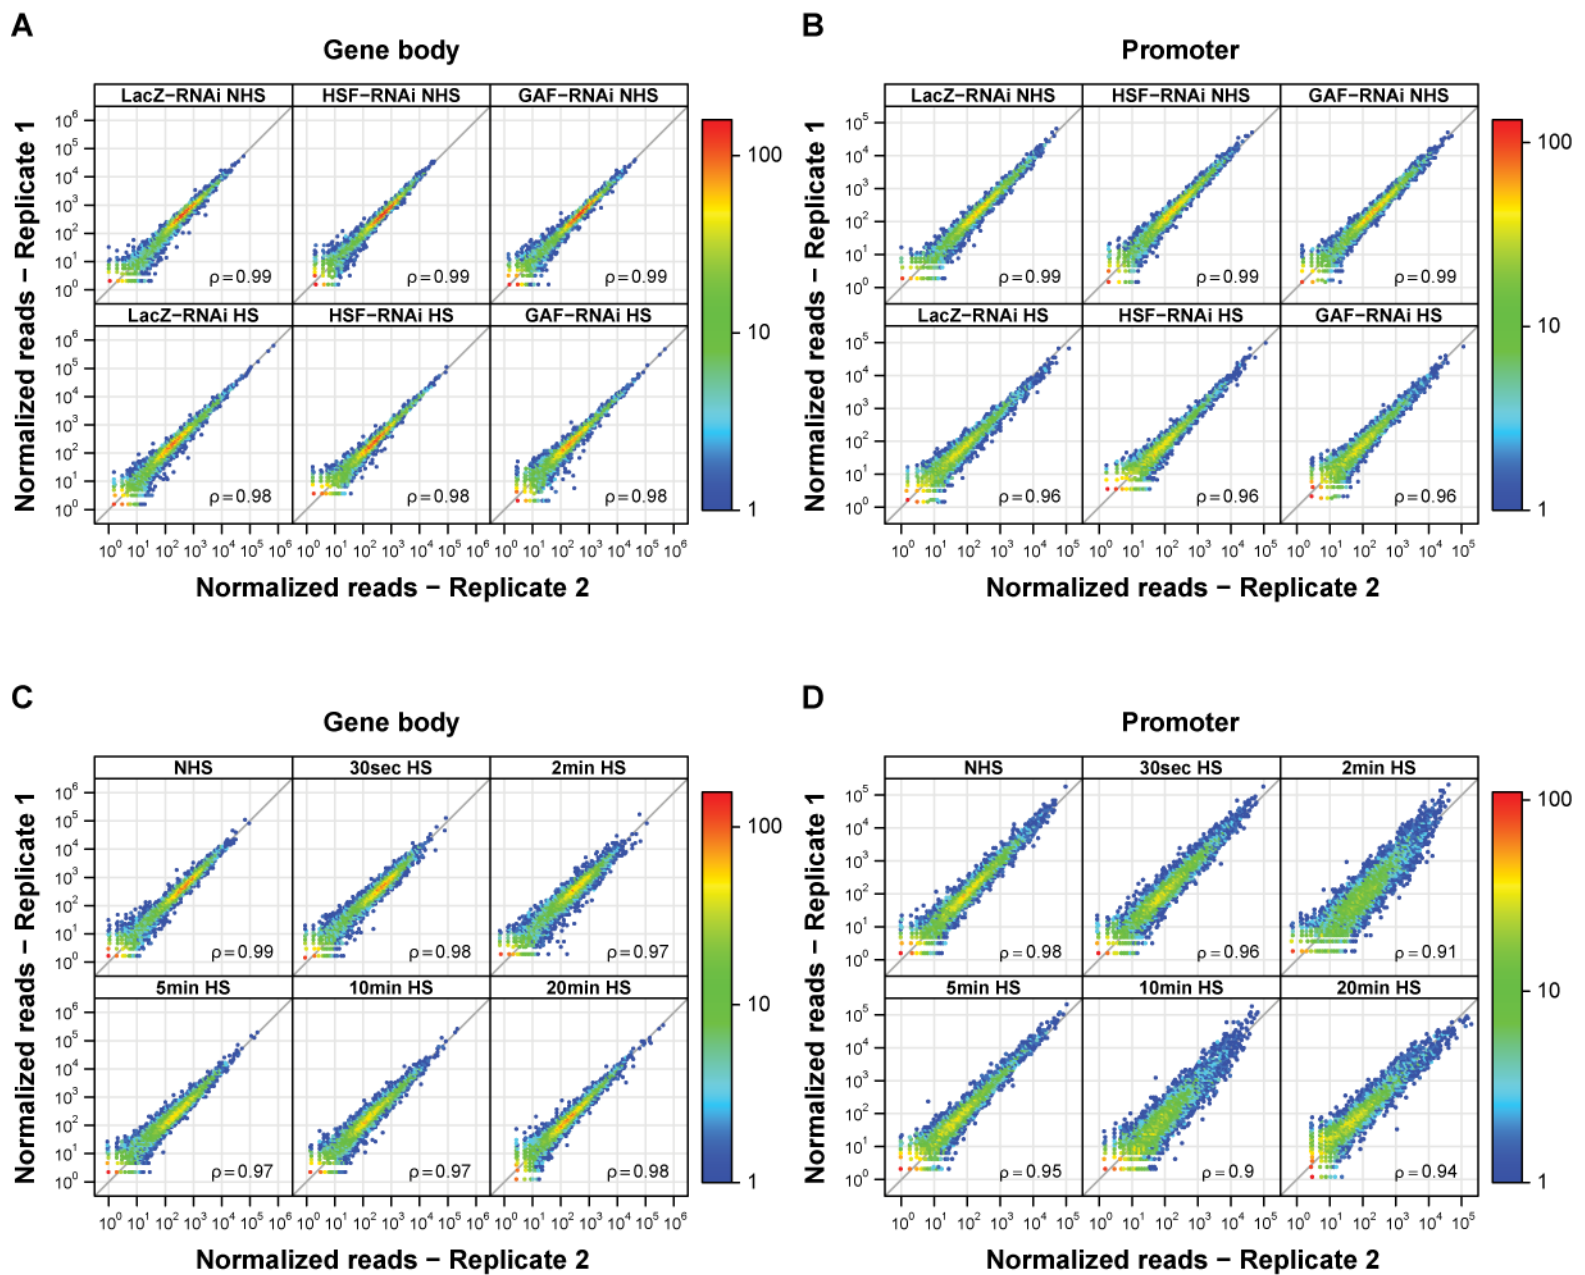

Figure S1: Biological replicates of PRO-seq libraries were highly correlated for both promoter and gene body regions. (A, B) Correlation plots between PRO-seq reads of biological replicates for the different RNAi treatments (LacZ, HSF and GAF) in (A) gene body (200 bp downstream of the TSS to the polyadenylation site) and (B) promoter-proximal (150 bp upstream of the TSS to 150 bp downstream of the TSS) regions for 9452 genes. The Spearman's correlation coefficients are shown in the plot. The gray diagonal lines represent a 1:1 fit. (C, D) Correlation plots between PRO-seq reads of biological replicates for the different time points after HS treatment in (C) gene body and (D) promoter-proximal regions for 9452 genes. The Spearman's correlation coefficients are shown in the plot. The gray diagonal lines represent a 1:1 fit.

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

Rank	Motif's sequence logo	<i>MEME</i> <i>E</i> -value
1	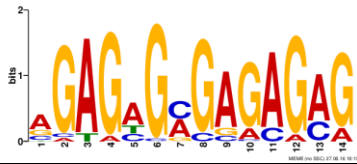	1.6×10^{-90}
2	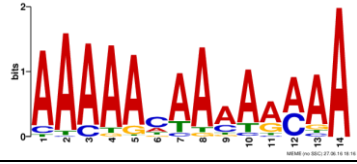	6.0×10^{-43}
3	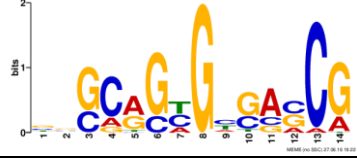	2.7×10^{-30}
4	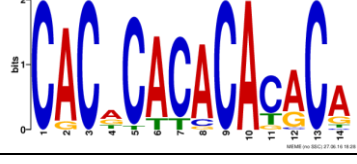	8.5×10^{-20}
5	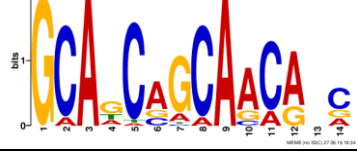	1.6×10^{-12}
6	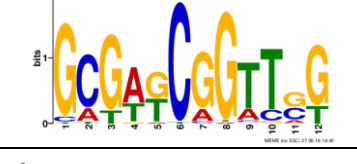	1.9×10^{-11}
7	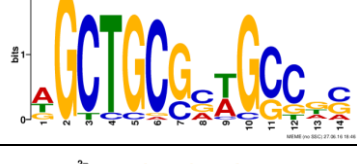	1.2×10^{-5}
8	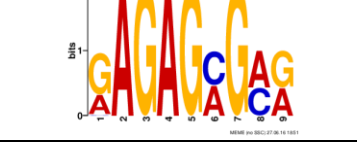	6.3×10^{-4}

Figure S8: De novo motif analysis of the promoter region of HS activated genes.

Sequence logos and respective *E*-values generated by *MEME* (Bailey and Elkan 1994) of the motifs that were found enriched in the promoter region (-300 to +50 bp of the TSS) of HS activated genes. Motifs were ranked by *E*-value. The HSE, which varies in the arrangement of its critical 5 bp units, was not identified de novo by *MEME* in the promoter region of HS activated genes; however, individual matches to the HSE's position weight matrix were identified by *FIMO* (Grant et al. 2011) and were significantly enriched in the promoter region of HS activated genes relative to the repressed and unchanged classes.

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

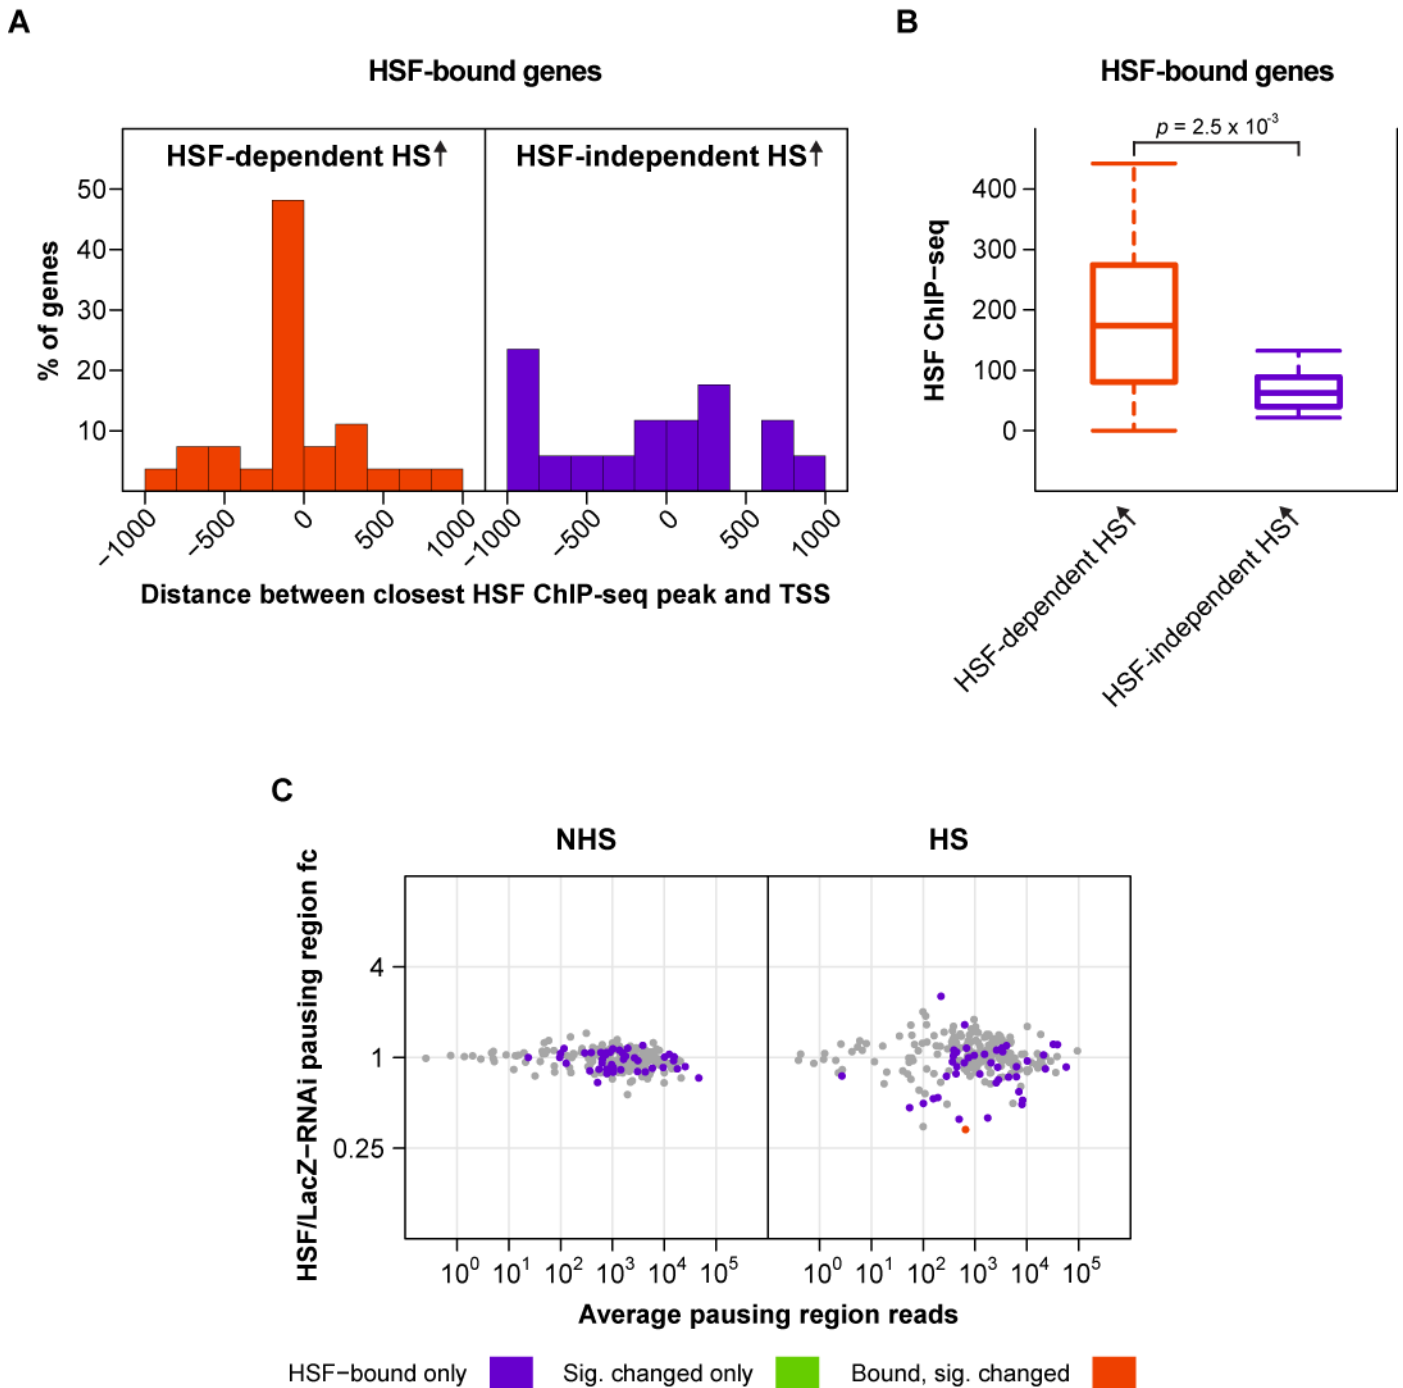

Figure S12: Higher HSF binding levels and positioning upstream and proximal to the TSS are important for the induction of HSF's target genes. (A) Histogram with the distribution of distances between the closest HSF ChIP-seq peak and the TSS of HSF-bound genes with HSF-dependent (left panel, $n=27$) or independent (right panel, $n=17$) HS activation. The distances are plotted in 200 bp bins from ± 1000 bp to the TSS. **(B)** Box-plot showing the distribution of HSF ChIP-seq binding intensities for the two classes of genes described in A. Mann-Whitney U test p -value = 2.5×10^{-3} . **(C)** DESeq2 analysis to determine the effect of HSF-RNAi treatment on the PRO-seq pausing region reads before (NHS) and after 20min HS (HS). DESeq2 was used to identify significantly changed genes between HSF-RNAi and LacZ-RNAi cells and the results are displayed as MA plots. Significantly changed genes were defined using an FDR of 0.001. HSF-bound genes are labeled in purple, significantly changed genes (according to DESeq2) are labeled in green and genes that are both HSF-bound and significantly changed are labeled in orange.

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

A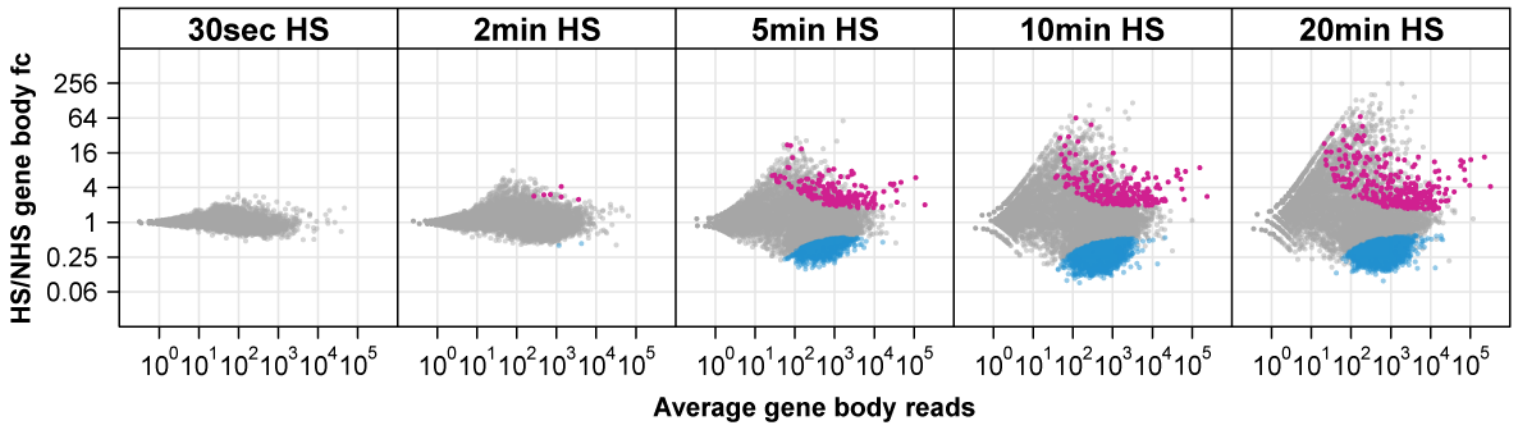**B**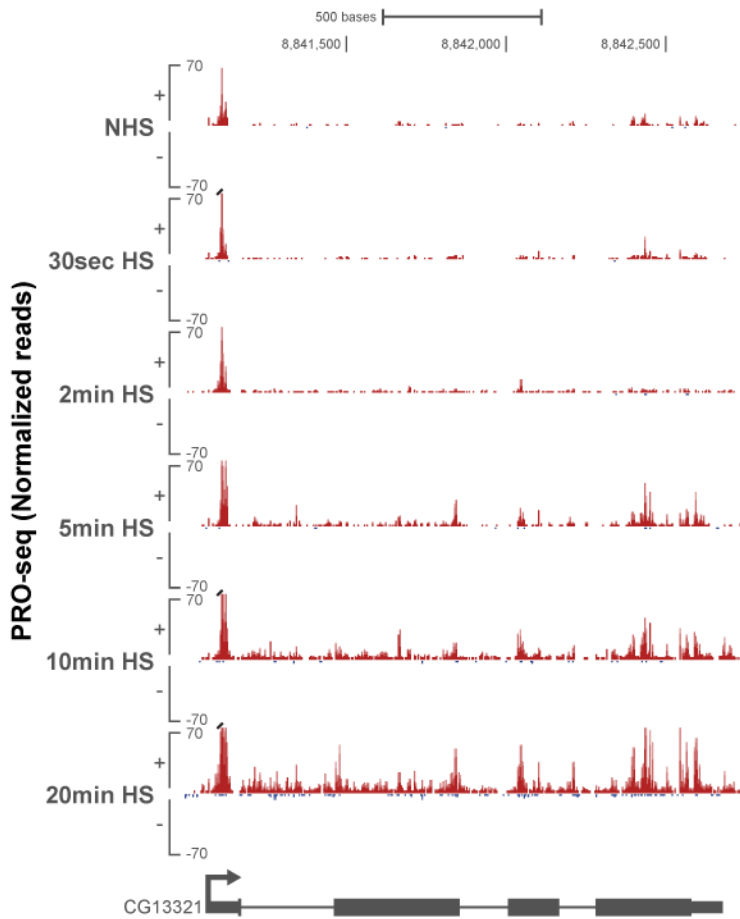**C**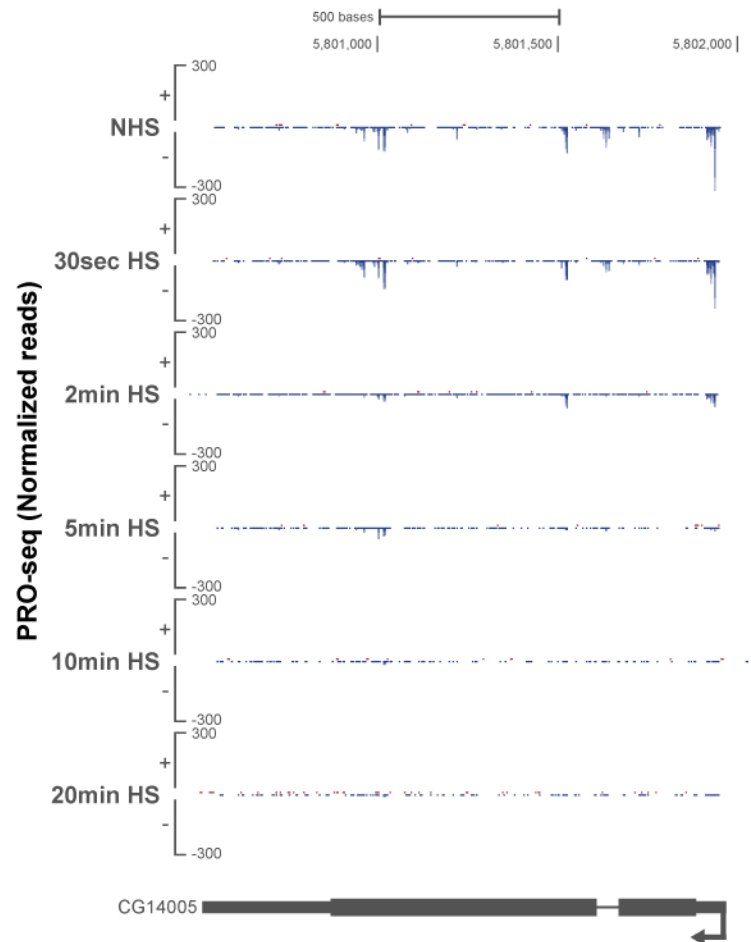

Figure S6: Substantial genome-wide response to HS occurs as early as 5 minutes post-HS. (A) DESeq2 analysis of PRO-seq gene body reads between HS-treated and NHS cells displayed as MA plots for the different time points after HS treatment. Significantly changed genes were defined using an FDR of 0.001. Activated genes are labeled in magenta and repressed genes in blue. fc = fold-change. **(B, C)** Representative view of a HS activated **(B)** and repressed **(C)** gene in the UCSC genome browser (Kent et al. 2002). PRO-seq normalized reads for the plus strand are shown in red and for the minus strand in blue. Gene annotations are shown at the bottom.

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

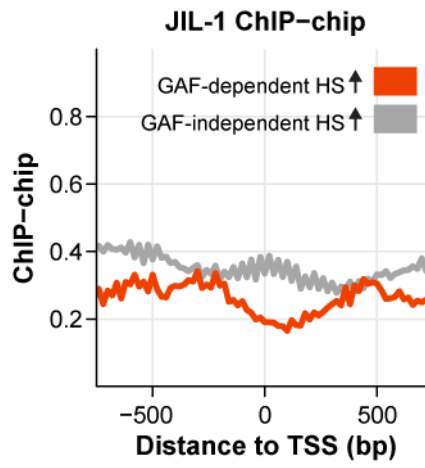

Figure S10: Genes with GAF-dependent or GAF-independent HS activation have similar JIL-1 ChIP-chip profiles. JIL-1 ChIP-chip signal between -750 to +750 bp to the TSS (in 20 bp bins) of genes with GAF-dependent (n=44) or GAF-independent (n=199) HS activation.

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

A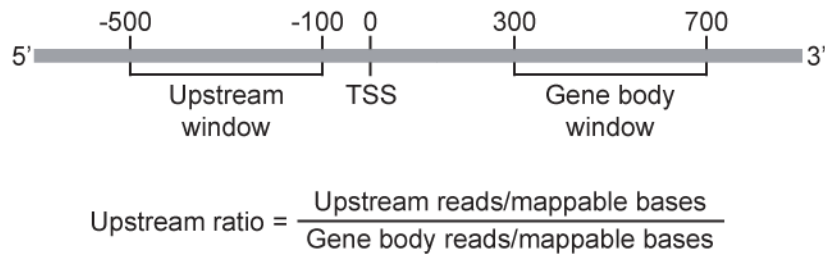**B**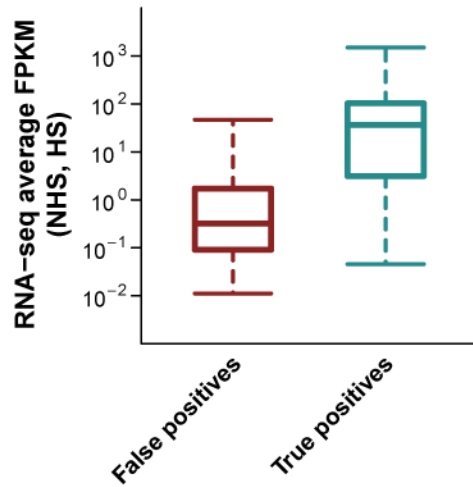**C**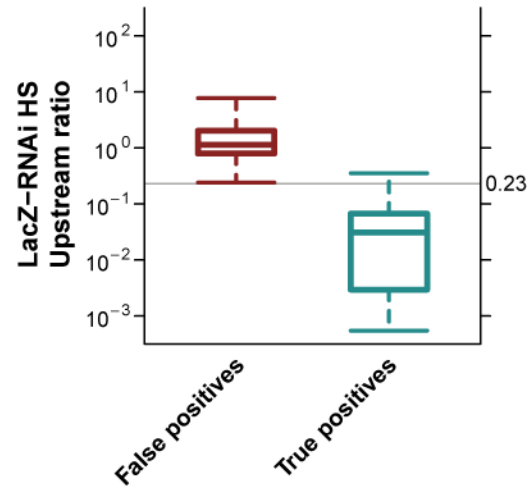**D**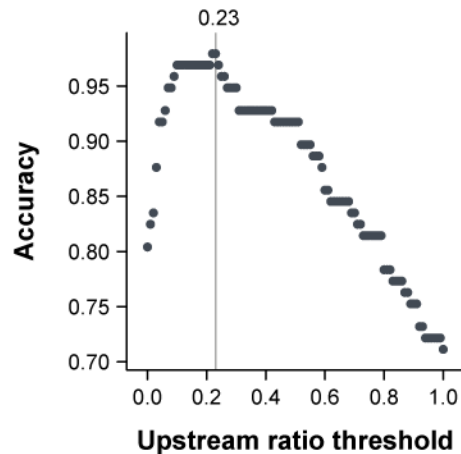

Figure S4: Validation of the upstream transcription filter implemented in our study. **(A)** Diagram of the *upstream ratio* metric that was used to filter out false positive genes caused by run-through transcription from an upstream gene. **(B)** Box-plot of the average RNA-seq FPKM (NHS and HS) for the true (n=22) and false (n=78) positive subsets classified by visual inspection of 100 randomly selected activated genes. **(C)** Box-plot of the upstream ratio for the LacZ-RNAi HS condition for true and false positive genes. The 0.23 cutoff that was used to separate true from false positives is shown in the plot. **(D)** Accuracy metric ((true positives + true negatives)/total) of upstream ratio filter as a function of tested cutoffs. The cutoff with highest accuracy (0.23) is shown in the plot.

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

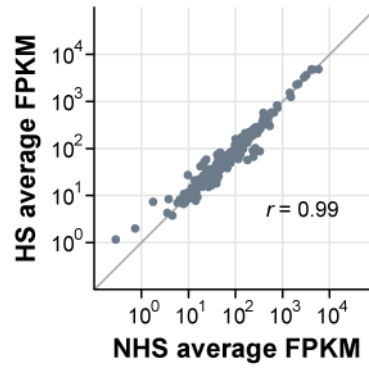

Figure S2: mRNA levels of 335 genes used for normalization are not affected by HS. Correlation plot between the RNA-seq FPKM for the NHS and HS conditions for the 335 HS-unaffected genes that were used to normalize our datasets. The FPKM values are the average of two biological replicates. The Pearson's correlation coefficient is shown in the plot. The gray line represents a 1:1 fit.

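The list of normalization genes was not analysed here. Over all 7815 genes with a mean of at least 1 FPKM, a wider set than in the plot, the averages of the 2 replicates had a Pearson's r of 0.944 on the log2(FPKM + 1) scale and a Spearman's rho of 0.961. Both are across genes, which are not independent replicates. Spearman's rho was 0.968 between the NHS replicates and 0.970 between the HS replicates. Of 9 genes often used as references, none passed an adjusted p of 0.05 from limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 1 was higher and 2 were lower. Their median log2 fold change was -0.04 (adjusted p = 0.82 from camera). The actin genes *Act5C* and *Act42A* had log2 fold changes of -0.36 (standard error 0.11, adjusted p = 0.21 from limma) and -0.46 (standard error 0.15, adjusted p = 0.22). That of the ribosomal protein gene *RpL32* was 0.20 (standard error 0.07, adjusted p = 0.23), and it turned below 0 under quantile normalization.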

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

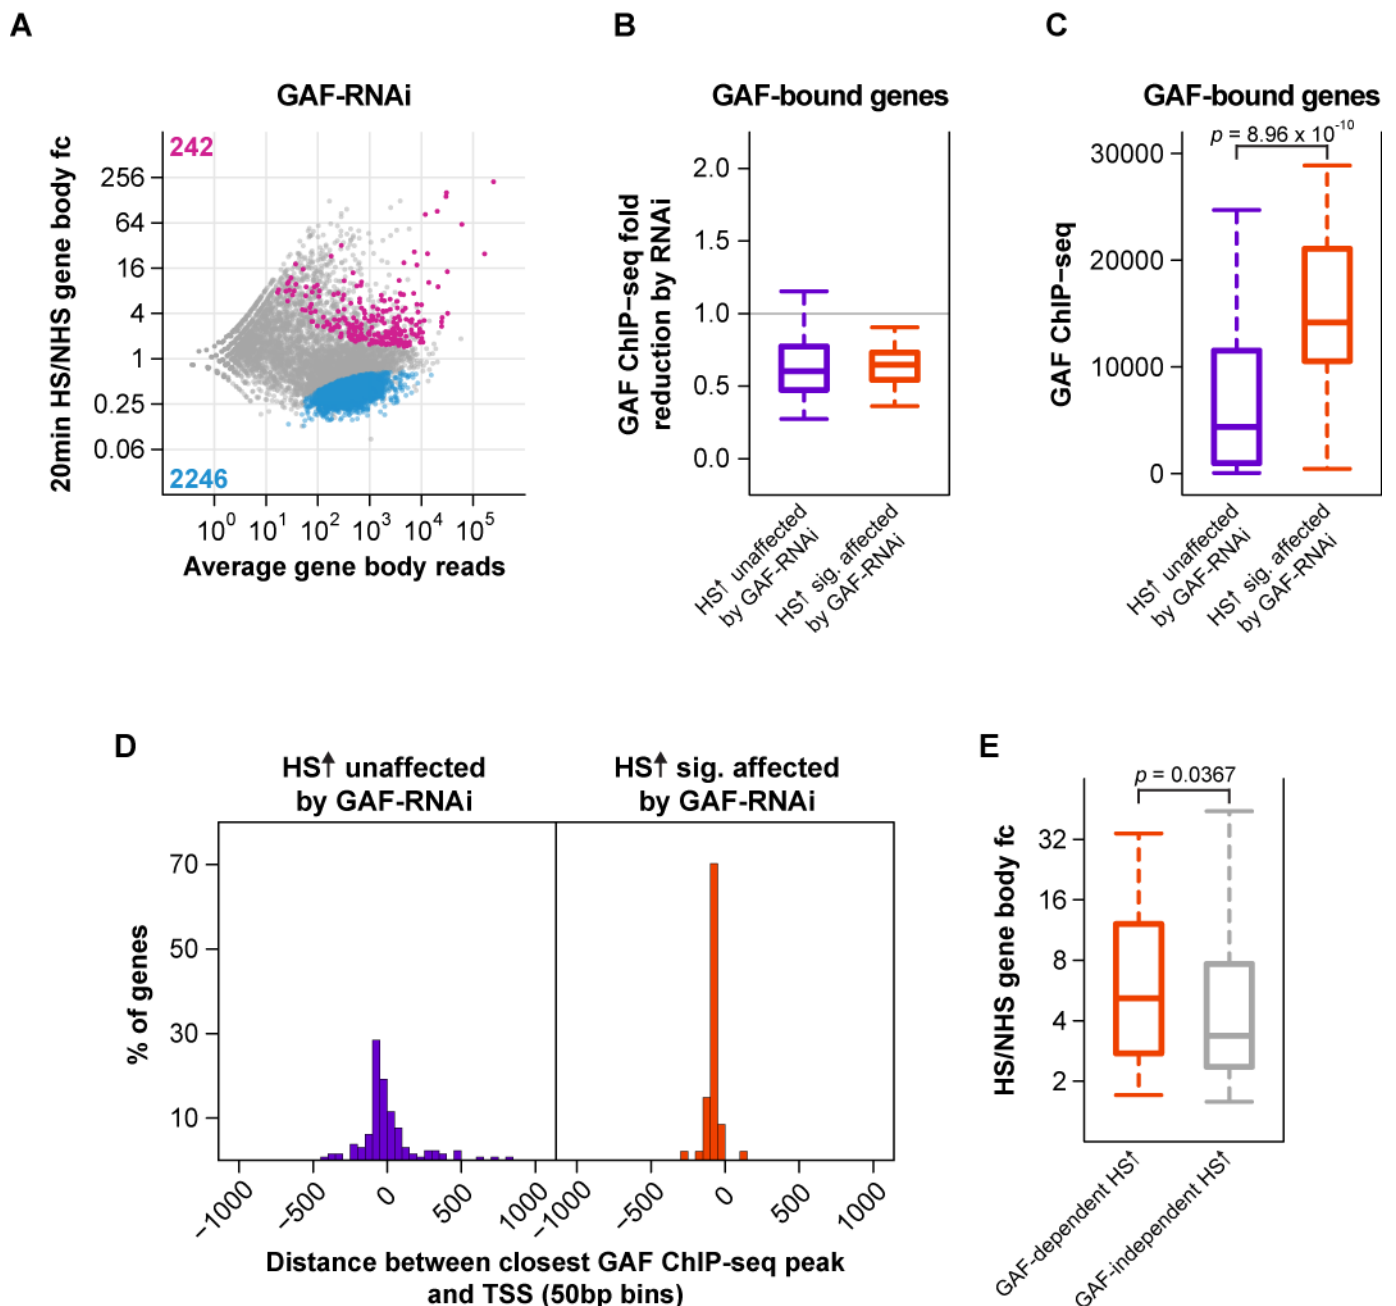

Figure S9: Higher binding levels and positioning immediately upstream of the core promoter are important for GAF's role in HS activation. (A) DESeq2 analysis of PRO-seq gene body reads of GAF-RNAi treated cells before (NHS) and after 20min HS displayed as an MA plot. Significantly changed genes were defined using an FDR of 0.001. Activated genes that passed our upstream transcription filter (see Materials and Methods) are labeled in magenta and repressed genes in blue. The number of genes in each class is shown in the plot. fc = fold-change. (B) Box-plot showing the fold-change of GAF ChIP-seq intensities after treatment with GAF-RNAi for GAF-bound genes whose HS induction is unaffected by GAF knockdown (purple, n=130) and GAF-bound genes whose HS induction is significantly affected by GAF knockdown (orange, n=47). (C) Box-plot showing the distribution of GAF ChIP-seq binding intensities for the two classes of genes described in B. Mann-Whitney *U* test p-value = 8.96×10^{-10} . (D) Histogram with the distribution of distances between the closest GAF ChIP-seq peak and the TSS of each gene in the two gene classes described in B. The distances are plotted in 50 bp bins from ± 1000 bp to the TSS. (E) Box-plot showing the distribution of HS/NHS gene body fold-change for genes with GAF-dependent (n=44) or GAF-independent (n=199) HS activation. Mann-Whitney *U* test p-value = 0.0367.

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

A

GAF-dependent HS activation

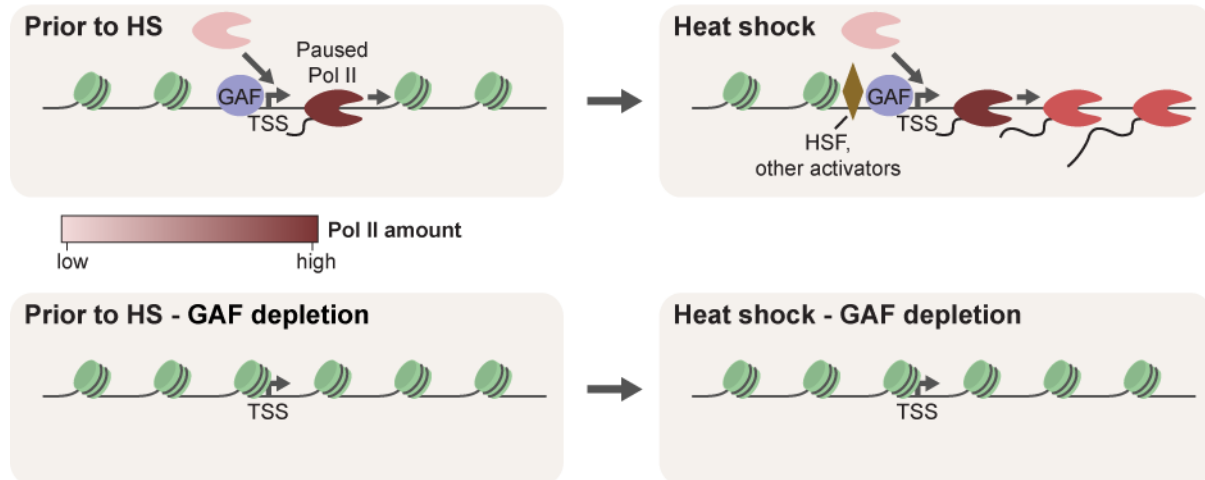

B

HSF-dependent HS activation

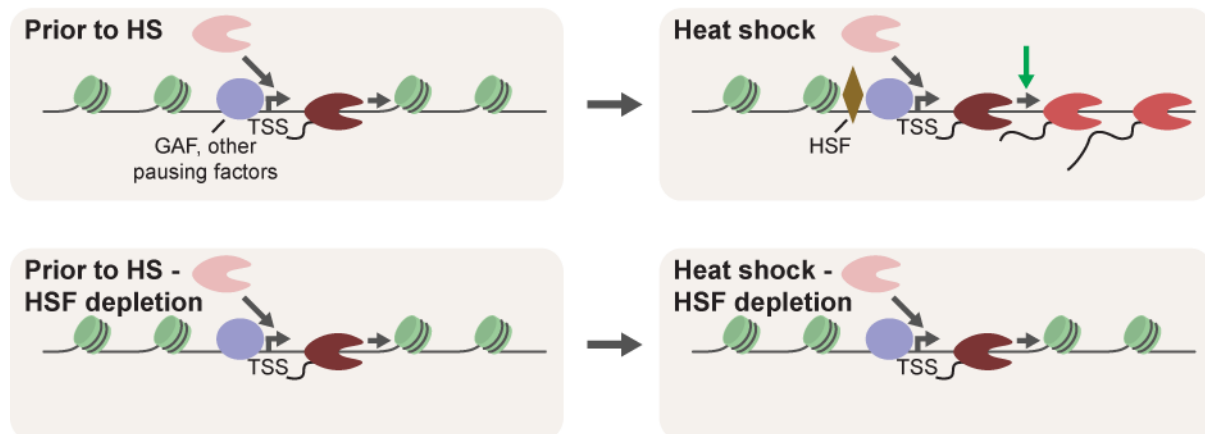

C

HS transcriptional repression

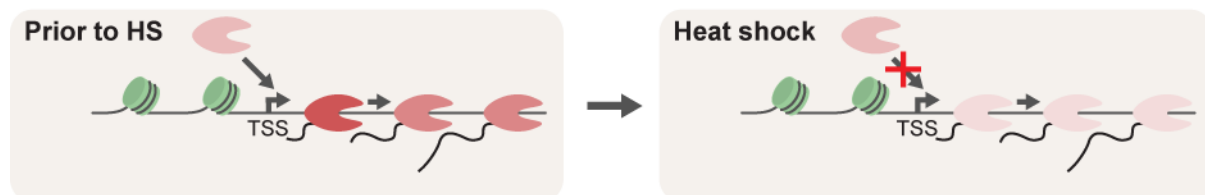

Figure S13: Summary of proposed mechanisms of HS transcriptional regulation. Model depicting the mechanisms of transcriptional regulation proposed in our study for **(A)** GAF-dependent HS activation, **(B)** HSF-dependent HS activation and **(C)** HS transcriptional repression. Red X represents a step that is being inhibited, and green arrow represents a step induced by HS. Nucleosomes are shown in green.

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

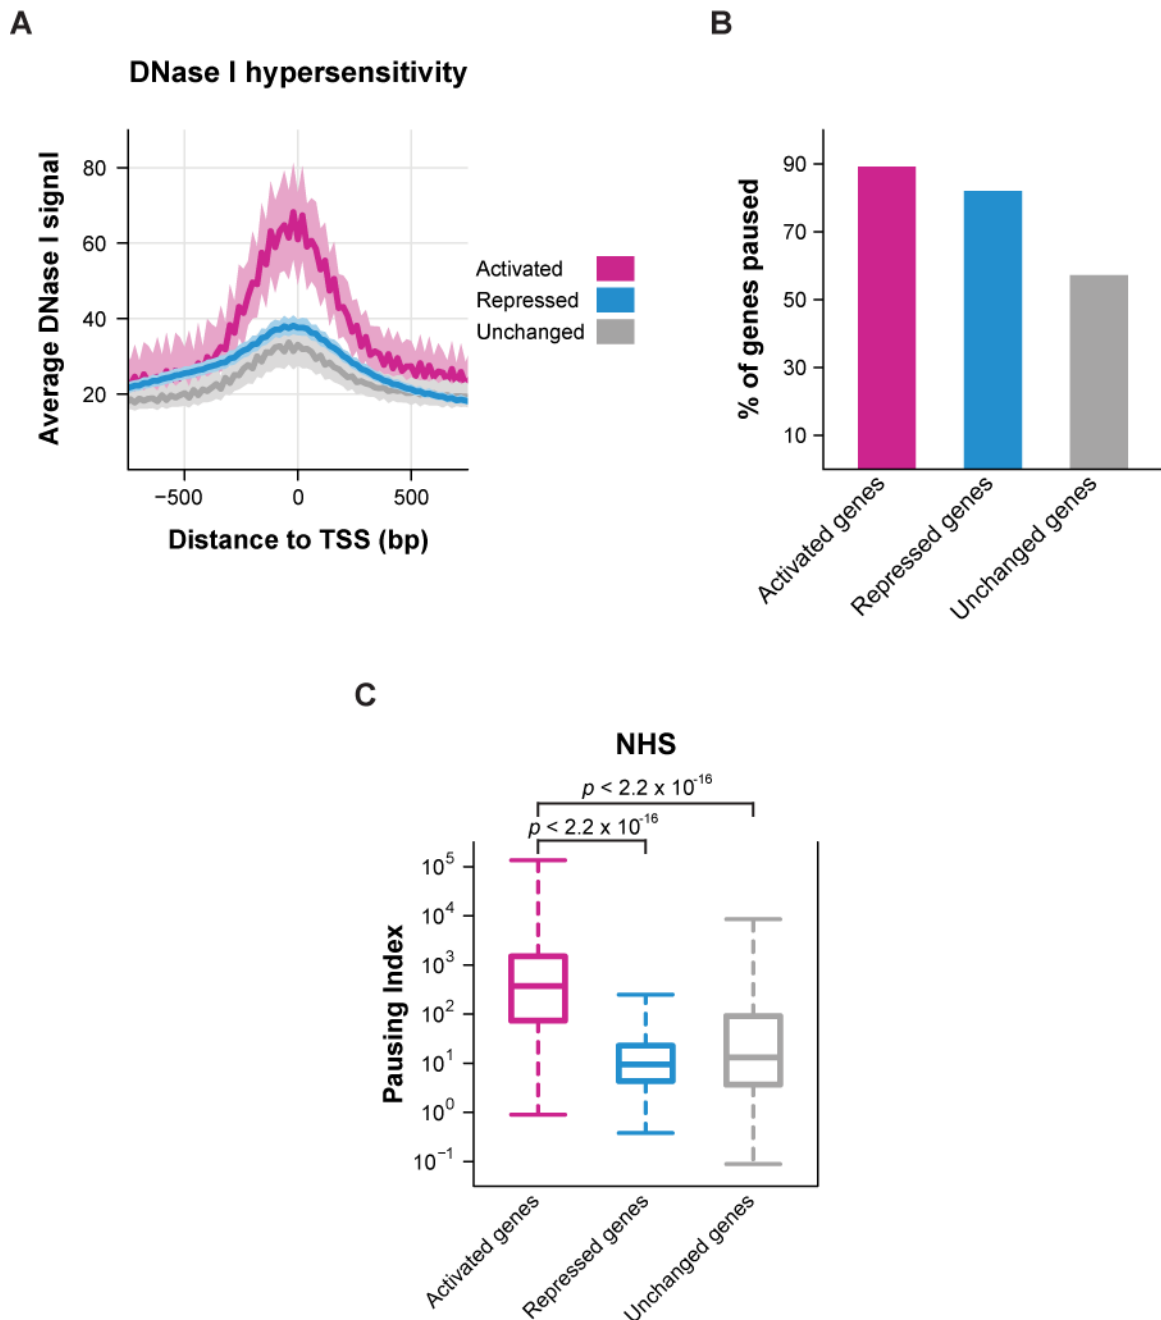

Figure S7: Promoter region of HS activated genes is more accessible than repressed and unchanged classes prior to HS. (A) DNase I hypersensitivity signal between -750 to +750 bp to the TSS (in 20 bp bins) of HS activated (n=249), repressed (n=2300), and unchanged (n=517) genes. The shaded area represents the 75% confidence interval. **(B)** Percentage of promoter-proximal paused genes in the HS activated, repressed, and unchanged classes. Paused genes were defined as the ones with significantly higher levels of read density in the promoter-proximal region relative to the gene body (Fisher's exact p-value ≤ 0.01) (Core et al. 2008). **(C)** Box-plot showing the LacZ-RNAi NHS pausing index distribution for HS activated, repressed, and unchanged genes. Mann-Whitney *U* test p-values are shown on the plot.

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

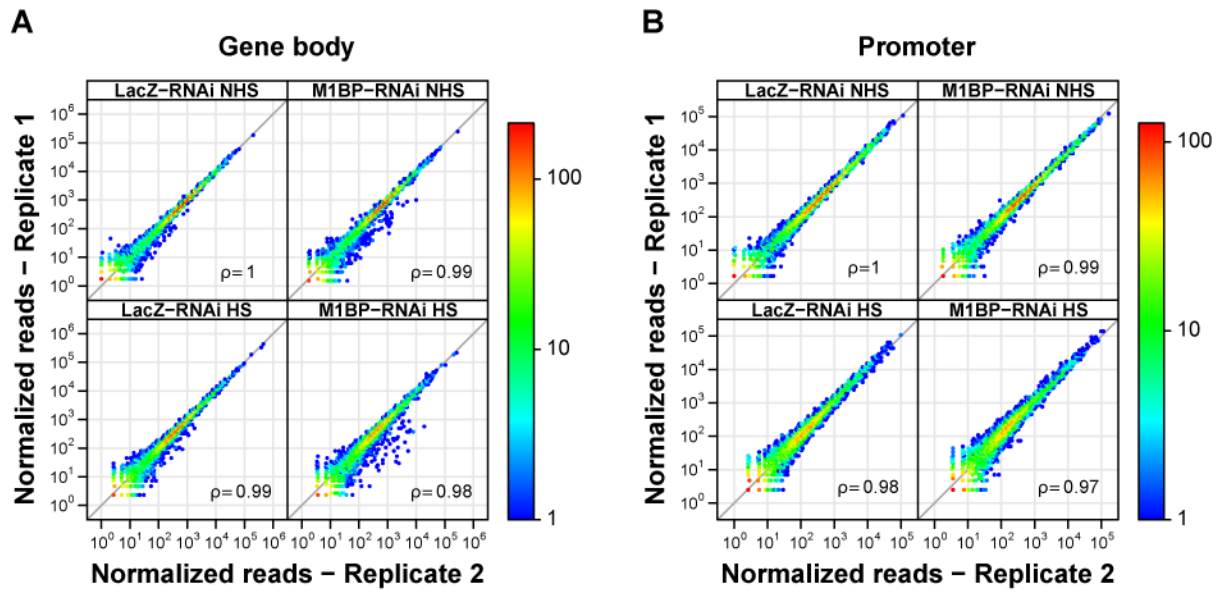

Figure S11: Biological replicates of M1BP-RNAi and LacZ-RNAi control PRO-seq libraries were highly correlated for both promoter and gene body regions. (A, B) Correlation plots between PRO-seq reads of biological replicates for the different RNAi treatments (LacZ and M1BP) in **(A)** gene body (200 bp downstream of the TSS to the polyadenylation site) and **(B)** promoter-proximal (150 bp upstream of the TSS to 150 bp downstream of the TSS) regions for 9452 genes. The Spearman's correlation coefficients are shown in the plot. The gray diagonal lines represent a 1:1 fit.

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

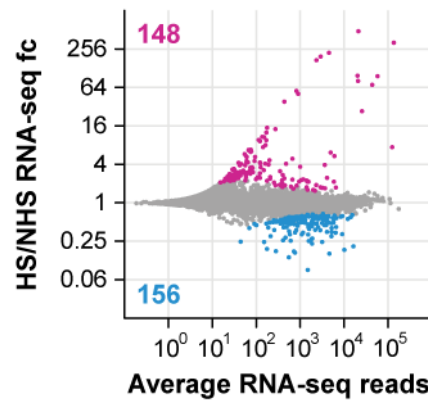

Figure S5: Measurement of steady-state mRNA levels by RNA-seq is unable to detect a genome-wide shutdown of transcription after HS. DESeq2 analysis of RNA-seq reads between 30min HS-treated and NHS cells displayed as an MA plot. Significantly changed genes were defined using an FDR of 0.001. Activated genes are labeled in magenta and repressed genes in blue. The number of genes in each class is shown in the plot. fc = fold-change.

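The test used here was limma on log2(FPKM + 1), not the DESeq2 test on read counts shown in the plot. At an adjusted p under 0.001 it called 10 genes higher and 0 lower. The plot's counts at an FDR of 0.001, read by eye, are about 150 higher and about 160 lower. The 10 genes with higher mRNA were led by heat shock protein (HSP) genes. *Hsp68* rose from 21.2 ± 1.24 to 9969 ± 427 FPKM (SD, n = 2 each; log2 fold change 8.81, standard error 0.09, adjusted p = 0.00013 from limma). The small HSP genes *Hsp22* and *Hsp27* had log2 fold changes of 8.00 (standard error 0.20, adjusted p = 0.00076) and 7.02 (standard error 0.09, adjusted p = 0.00013). *Hsp83*, the fly HSP90 gene, which is already abundant without stress, rose from 799 ± 31.7 to 6601 ± 208 FPKM (SD, n = 2 each; log2 fold change 3.05, standard error 0.08, adjusted p = 0.00083). *DnaJ-1*, an HSP40 co-chaperone gene, rose from 63.3 ± 0.945 to 2163 ± 290 FPKM (SD, n = 2 each; log2 fold change 5.07, standard error 0.12, adjusted p = 0.00076).
The *Hsp70* copies *Hsp70Bc*, *Hsp70Ba* and *Hsp70Bbb* had log2 fold changes of 7.77, 7.36 and 7.06. *Hsp70Aa*, *Hsp70Ab* and *Hsp70Bb* were listed at 0 in both HS libraries, and the division of reads among these near-identical copies is uncertain. The remaining genes were a noncoding RNA of the *Hsp70* region and a kinase gene. The noncoding RNA, alphagamma-element:CR32865, had a log2 fold change of 6.76 (adjusted p = 0.00016). *Gprk2*, a G protein-coupled receptor kinase gene, was listed at 0 in both NHS libraries and at 54.8 and 69.9 FPKM after HS. It overlaps *PNPase*, a gene also listed at 0 in both NHS libraries.
Of 12 inducible HSP genes tested, 11 were higher at an adjusted p under 0.05, 7 of them under 0.001 (11 and 10 adjusted over the list alone), and none was lower. The 12 leave out *Hsp70Aa*, *Hsp70Ab* and *Hsp70Bb*, which are listed at 0 in both HS libraries and stayed under the minimum of 1 FPKM. The gene that did not pass, *Hsp67Bb*, is listed under its identifier CG4456 and had a log2 fold change of -0.85 (adjusted p = 0.65). The median of the list was 7.04 (adjusted p = 7.4e-24 from camera, and adjusted p = 0.18 with an estimated correlation). The version with an estimated correlation has little power with 2 libraries per condition and called no list. Its summed share of all FPKM was 0.120% and 0.119% in the NHS libraries and 5.24% and 4.38% in the HS libraries. *Hsp26* (log2 fold change 7.78, adjusted p = 0.0033) and *Hsp23* (log2 fold change 6.76, adjusted p = 0.00101) missed the threshold of 0.001. Of 16 co-chaperones and small HSPs, 3 were higher and 1 lower at 0.05 (3 and 1 adjusted over the list alone). Their median was 0.04 (adjusted p = 0.15, and adjusted p = 0.03 under quantile normalization). The higher ones were *DnaJ-1*, the BAG-domain gene *stv* (log2 fold change 5.38, adjusted p = 0.00101) and CG4461, listed at 0 in both NHS libraries and at 9.48 and 7.12 FPKM after HS. The lower one, *mrj*, a DnaJ-family gene, had a log2 fold change of -0.80 (adjusted p = 0.0395) and was named after its values were seen. None of 13 constitutive HSP70 cognates and chaperonins passed in limma, over all genes, adjusted over the list alone or at an unadjusted p under 0.05 (median -0.03, adjusted p = 0.98).
Tested genes of the Enhancer of split complex, which are targets of Notch signaling, were also higher. Of its 12 genes in the data, 5 were listed at 0 in at least 1 library and stayed under the minimum. *E(spl)m2-BFM*, *E(spl)mdelta-HLH* and *Kaz-m1* were under 1 FPKM in both NHS libraries and passed the minimum through their HS values. For these, the filter itself favours a rise. Of 7 tested, 5 passed 0.05 and 7 did when adjusted over the list alone, with 0 lower, at an unadjusted p under 0.05 as well. Their median was 1.50 (adjusted p = 2.8e-08 from camera, and adjusted p = 0.18 with an estimated correlation). *E(spl)malpha-BFM* rose from 1.42 ± 0.167 to 11.0 ± 3.05 FPKM (SD, n = 2 each; log2 fold change 2.29, adjusted p = 0.022 from limma). *E(spl)mbeta-HLH* rose from 34.3 ± 4.42 to 90.7 ± 9.52 FPKM (SD, n = 2 each; log2 fold change 1.38, adjusted p = 0.025). Among 4 long noncoding RNAs, *Hsromega* was higher and 3 did not pass (2 higher adjusted over the list alone, with *roX2*). Their median was 0.70 (adjusted p = 0.0047, and adjusted p = 0.59 with an estimated correlation). It was 0.60 to 1.19 without any 1 library, with the highest value without NHS replicate 1, and 1.20 with pseudocount 0.1, and the call held in each of these.
The immediate-early and signal-induced regulators went both ways, with 2 of 16 higher and 3 lower (2 and 5 adjusted over the list alone). Their median was 0.09, while their mean was -0.35 and the set test ran downward (adjusted p = 0.81). *scyl*, an inhibitor gene of TOR signaling, rose (log2 fold change 2.00, adjusted p = 0.011), as did *edl*, while *Ets21C*, *puc* and *Jra* fell. *edl*, *puc* and *Jra* were named after their values were seen. Of 10 cell death genes, *Dronc* was lower and 9 did not pass (1 higher and 4 lower adjusted over the list alone). Their median was -0.33 (adjusted p = 0.025, and adjusted p = 0.59 with an estimated correlation). Of 12 haemocyte genes, *Mmp1* and *drpr* were lower and 10 did not pass (also 2 lower adjusted over the list alone). Their median was 0.04, while their mean was -0.30 and the set test ran downward (adjusted p = 0.81).
The genes of the factors that the paper studies did not pass 0.05. *Trl*, which encodes GAF, stood at 50.0 ± 9.44 and 57.7 ± 5.16 FPKM in NHS and HS cells (SD, n = 2 each; log2 fold change 0.21, adjusted p = 0.63 from limma). *Hsf* stood at 48.4 ± 3.61 and 62.7 ± 6.75 FPKM (SD, n = 2 each; log2 fold change 0.36, adjusted p = 0.24). The log2 fold changes of *M1BP*, *BEAF-32*, *Chro*, *JIL-1* and *TfIIS* lay between -0.22 and 0.26. The paper shows CG13321 and CG14005 as examples of activation and repression in PRO-seq, a measure of transcription and not of mRNA. In mRNA, CG13321 rose (log2 fold change 2.01, adjusted p = 0.033) and CG14005 did not pass (log2 fold change 0.15, adjusted p = 0.7). CG13321 was under 1 FPKM in both NHS libraries and passed the minimum through its HS values, so the filter favours a rise.
Of the 10 largest falls at an adjusted p under 0.05, 9 were small RNAs or a rRNA pseudogene listed at 0 in both HS libraries. Transcripts under 300 nt differed by at least 1 on the log2 scale between the NHS replicates in 62.7% of 228 genes, against 0.83% of 7247 longer ones.
All 10 genes called at an adjusted p under 0.001 kept an adjusted p under 0.05 from limma without any 1 of the 4 libraries, as did *Hsp23* (adjusted p from 0.024 to 0.031), *stv* (0.024 to 0.035) and 3 of the 10 genes with the largest falls at 0.05. Calls at 0.05 that were lost whichever library was left out, with the direction of the change kept, include those of *scyl* (adjusted p from 0.052 to 0.13, log2 fold change from 1.82 to 2.17), CG13321 (0.12 to 0.16, 1.82 to 2.20) and CG4461 (0.053 to 0.076, 3.02 to 3.39). The same holds for *E(spl)malpha-BFM* (adjusted p from 0.075 to 0.15, log2 fold change from 2.03 to 2.55), *E(spl)mbeta-HLH* (0.12 to 0.16, 1.25 to 1.51) and *edl* (0.18 to 0.29, 0.62 to 0.69). It also holds for the falls of *mrj* (adjusted p from 0.18 to 0.27, log2 fold change from -0.87 to -0.74), *puc* (0.078 to 0.12, -1.44 to -1.28) and *Jra* (0.12 to 0.16, -1.25 to -1.10). *Hsp26* missed 0.05 without HS replicate 1 or HS replicate 2 (0.024 to 0.07 over the 4 fits, log2 fold changes 7.35 to 8.22). The cell death call held without NHS replicate 1 and was lost without each other library (medians -0.39 to -0.25), and it was lost with libraries rescaled to the same total (adjusted p = 0.12) or quantile normalized (adjusted p = 0.058).

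**Figure D3:**
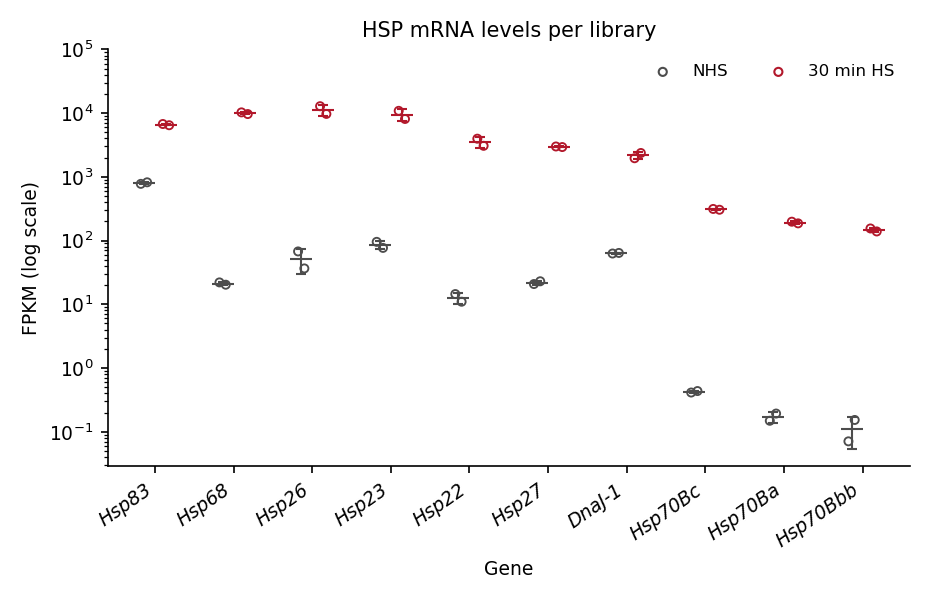
FPKM (log axis) of HSP genes and *DnaJ-1* in each NHS and HS library. Circles are single libraries, horizontal bars are means and error bars are the SD of 2 libraries; *Hsp68* goes from 21.2 to 9969 FPKM and *Hsp83* from 799 to 6601 FPKM on average.

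**Figure D4:**
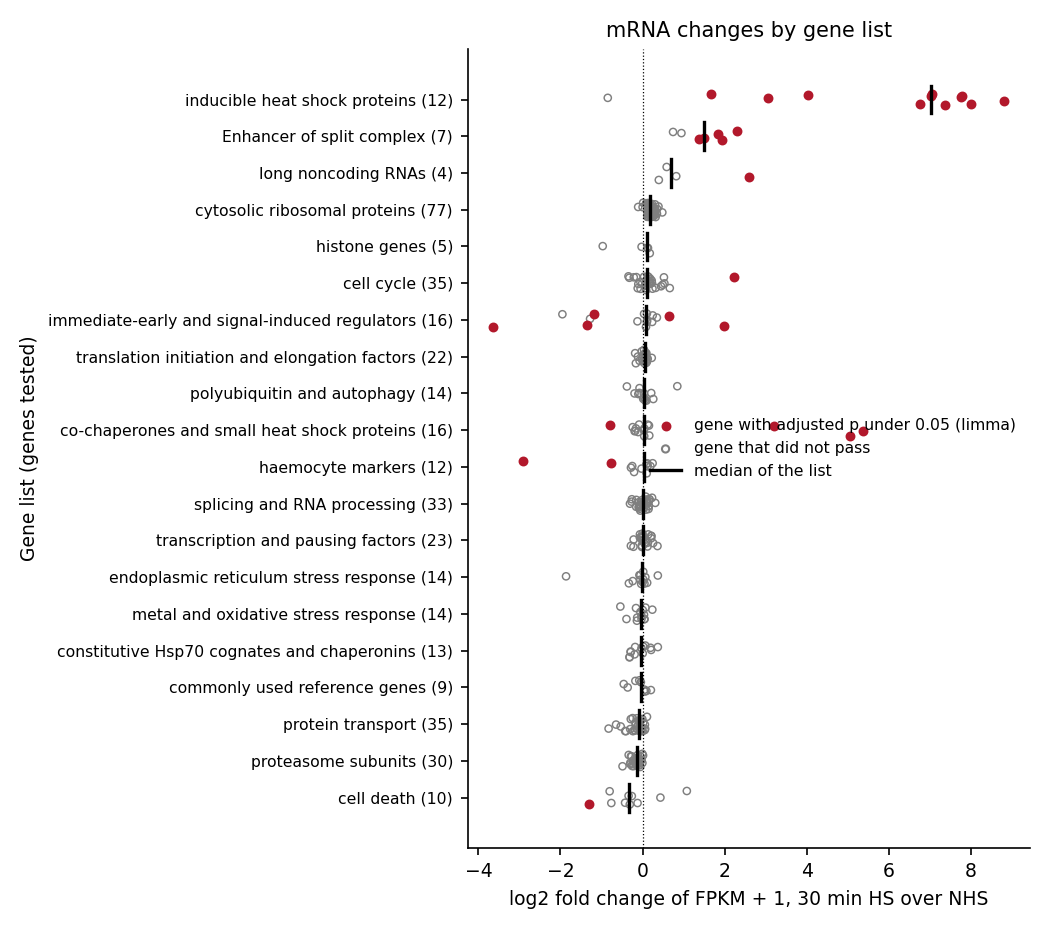
log2 fold changes (horizontal axis, FPKM + 1, 30 min HS over NHS) of the tested genes of each list, with the number of genes in brackets. Filled points passed an adjusted p of 0.05, open points did not, and the bars are list medians, of which the inducible HSPs (7.04) and the Enhancer of split complex (1.50) lie farthest above 0.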

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

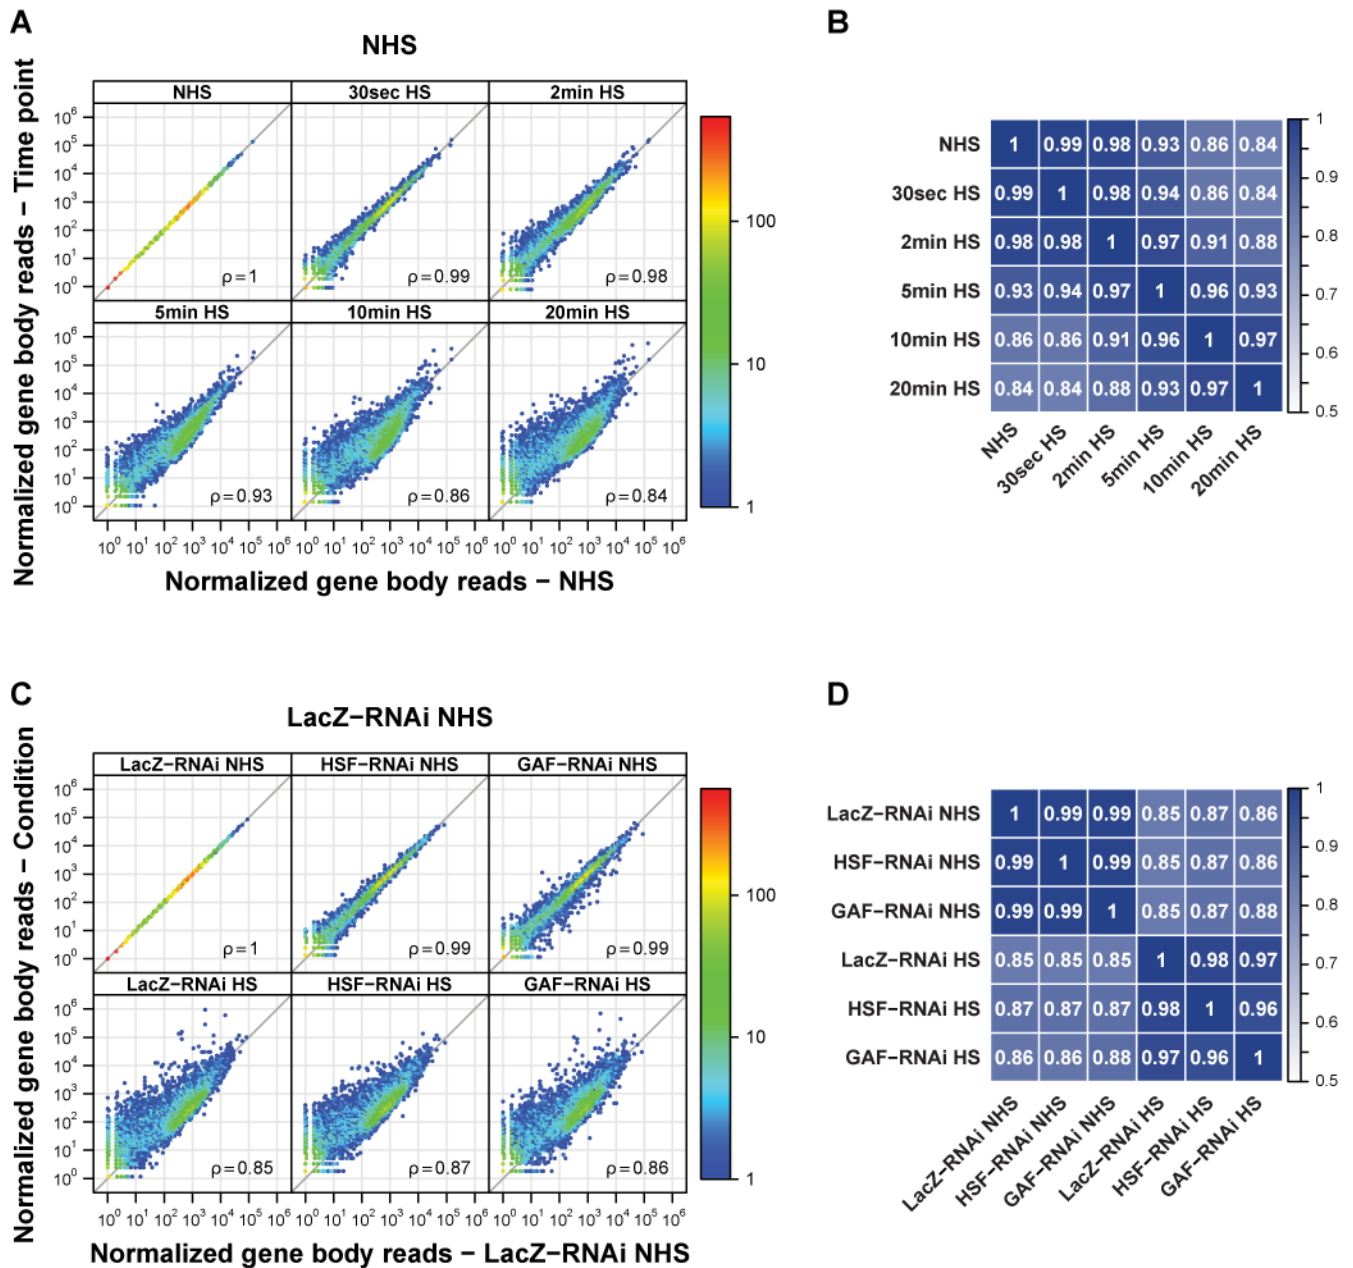

Figure S3: Validation of the PRO-seq normalization method used in our study. (A) Correlation plots between PRO-seq gene body reads of the NHS condition and all other time points after HS treatment for 9452 genes. The Spearman's correlation coefficients are shown in the plot. The gray lines represent a 1:1 fit. **(B)** Correlation matrix showing the Spearman's correlation coefficients for all combinations of time points. The correlation was calculated as in A for each individual sample. **(C)** Correlation plots between PRO-seq gene body reads of the LacZ-RNAi NHS control and all other treatments and conditions for 9452 genes. The Spearman's correlation coefficients are shown in the plot. The gray lines represent a 1:1 fit. **(D)** Correlation matrix showing the Spearman's correlation coefficients for all combinations of RNAi treatments (LacZ, HSF and GAF) and conditions (NHS and HS). The correlation was calculated as in C for each individual sample.

# Supplementary material for: Transcription factors GAF and HSF act at distinct regulatory steps to modulate stress-induced gene activation
**Source:** Genes Dev. 2016 Aug 1;30(15):1731–46. doi: 10.1101/gad.284430.116
**Supplement:** Supplemental Material

Table S1: Sequencing and alignment of PRO-seq libraries.

For each replicate, the total number of reads sequenced, number of reads that passed filter, number of reads after clipping, number of reads that did not align to the ribosomal genes, and number of reads that aligned uniquely to the dm3 reference genome are shown in the table.

Library	Total reads	Passed filter	After clipping	Non-ribosomal	Mapped reads
LacZ_RNAi_NHS_rep1	22002207	20498005	18857033	14282348	9443330
LacZ_RNAi_NHS_rep2	45852143	42614140	37948992	29125104	19052661
LacZ_RNAi_20minHS_rep1	38149191	35411265	32429537	26063433	12372995
LacZ_RNAi_20minHS_rep2	48224407	44752452	39159654	30083167	13759500
GAF_RNAi_NHS_rep1	30007019	27839237	25783567	18298791	11898316
GAF_RNAi_NHS_rep2	29223336	27156681	24128417	18720462	12469522
GAF_RNAi_20minHS_rep1	33083184	30743186	27869887	19884430	9288339
GAF_RNAi_20minHS_rep2	26900768	24906543	20804594	15242537	6899682
HSF_RNAi_NHS_rep1	31620891	29340277	26783955	19754947	12848598
HSF_RNAi_NHS_rep2	20661822	19223633	16847824	13244247	8850116
HSF_RNAi_20minHS_rep1	20303622	18904152	17287939	11342865	5292065
HSF_RNAi_20minHS_rep2	44198627	40832316	33567347	22388032	10971965
M1BP_RNAi_NHS_rep1	52108819	52108819	41939060	37382793	22434724
M1BP_RNAi_NHS_rep2	58684062	58684062	46843088	42896942	21490326
M1BP_RNAi_20minHS_rep1	41875931	41875931	30858958	28126011	13899422
M1BP_RNAi_20minHS_rep2	49215679	49215679	31324637	28638156	9749371
LacZ_RNAi_NHS_rep1<br>(from M1BP-RNAi)	46888842	46888842	38142007	32376920	20653749
LacZ_RNAi_NHS_rep2<br>(from M1BP-RNAi)	78247125	78247125	66730707	56231838	33911637
LacZ_RNAi_20minHS_rep1<br>(from M1BP-RNAi)	44850654	44850654	34314687	28456669	13326525
LacZ_RNAi_20minHS_rep2<br>(from M1BP-RNAi)	39884844	39884844	31949119	26644972	11580641
NHS_rep1	33326090	27513854	24770885	23263961	12081666
NHS_rep2	40386025	34851525	33127425	31427515	17083774
30secHS_rep1	32103863	26577493	24398076	23568732	13946293
30secHS_rep2	43868016	37825590	35476506	34014449	20066701
2minHS_rep1	29483939	24279233	21513613	20261645	12280319
2minHS_rep2	58929589	52883653	49114894	45522711	25046895
5minHS_rep1	26685698	22026373	20040132	18839288	10202616
5minHS_rep2	49420574	42648406	39527809	34244700	18258123
10minHS_rep1	31518051	26025041	23770378	22787845	10255055
10minHS_rep2	36364173	32508148	30318974	28531182	13973044
20minHS_rep1	53294616	47669950	44625103	42605985	19333234
20minHS_rep2	28918287	25102563	23838584	23118980	9322488

How the deposited data were processed for this re-analysis (not part of the article)

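mRNA levels were measured by RNA-seq in S2 cells before HS (NHS) and after 30 min of HS, with 2 biological replicates in each of the 2 conditions and 4 libraries in all. The conditions were taken from the sample labels, which have 1 entry per condition for both replicates, and the replicate numbers from the column names of the FPKM table; 0 columns were left unmapped. The PRO-seq samples of the study were not analysed here, and no value is given at the claims that rest on them.

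The authors removed adapters with fastx_clipper, aligned the reads to the dm3 genome and transcriptome with TopHat2, counting strand through the fr-firststrand library type, and deposited FPKM for each gene and library, computed with Cuffnorm. The submitters' processing notes name the same tools and build, without versions. For their own test the authors counted reads with HTSeq-count and ran DESeq2 at an FDR of 0.001; those counts were not used here. The authors' FPKM are already scaled for transcript length and library size, and the Cuffnorm setting for the scaling is not given in the sources used here. Because FPKM are relative, a loss common to all mRNAs cannot be read from them.

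The table holds 15602 genes by FlyBase identifier. Symbols were taken from the Ensembl annotation of the BDGP6 assembly for 14925 of them, and 677 had none. As this is not the build the authors used, no coordinates are printed, and the annotation serves for names, chromosome arm, strand, exon number, transcript length and the order and overlap of genes. Genes with a mean of at least 1 FPKM over the 4 libraries were tested (7815 genes, 7475 of them with an annotation), on the log2(FPKM + 1) scale, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, condition as the only term, adjusted p by Benjamini-Hochberg). A gene was called at an adjusted p under 0.001, as in the paper, and counts at 0.05 are given beside it. The sources call the libraries biological replicates. With 2 libraries per condition, the groups of a gene lie apart by chance in 33.3% of genes.

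Gene lists were written before the data were examined: inducible HSPs, co-chaperones, constitutive cognates and chaperonins, proteasome, ubiquitin and autophagy, metal and oxidative stress, endoplasmic reticulum stress, Enhancer of split complex, immediate-early regulators, cell death, ribosomal proteins, translation factors, cell cycle, splicing, protein transport, transcription and pausing factors, haemocyte markers, markers of other tissues, mitochondrially encoded genes, histones, reference genes and long noncoding RNAs. Each list with at least 3 tested genes was compared with the other genes by camera in limma with a preset inter-gene correlation of 0.01, and again with an estimated correlation. With 2 libraries per condition, the version with an estimated correlation has little power. The genes named in the text are the 10 largest rises and falls among called genes with both HS libraries on the same side of both NHS libraries (filled up at an adjusted p under 0.05 where fewer than 10 were called), the genes that the paper names and, from each list, the 3 with the largest change and the most abundant one. The paper's PRO-seq fold changes had been seen before this rule was written. Other genes are marked where they were chosen after their values were seen.

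The test was tested on simulated data with 200 of 7815 genes changed. The changed genes were drawn only from the more abundant ones, with independent noise for each gene and library. The rates therefore do not cover scarce mRNAs or deviations shared by libraries. For 2 libraries against 2, it recovered 77.3% of genes changed by 4 on the log2 scale at an adjusted p under 0.001, and 0% of those changed by 1 or 2, with 0 false calls. At 0.05 it recovered 98.5%, 91% and 49.3% of genes changed by 4, 2 and 1, with 10 false calls among 7615 unchanged genes. FPKM do not give the depth in reads, and the read numbers that the paper reports in Table S3 were not used here; low values gave the relative depths of the libraries as 100%, 77.0%, 60.1% and 69.3%. Other pseudocounts, filters, scalings, variance settings, thresholds, a replicate term and the removal of each library in turn were tried. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.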

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

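The test of partners on the same strand and those on protein-coding genes at 0 in 1 condition, of stretches overlapping on either strand and of transcription of *Nipped-A*, *Eip63E* and CG34347, were chosen after the result was seen. Among the 10 genes with higher mRNA at an adjusted p under 0.001, 3 are not discussed in the article's text and stood above the NHS libraries. The lower of the 2 HS libraries had 1958.2 FPKM of *DnaJ-1*, against a mean of 63.3 FPKM in NHS cells. For the noncoding alphagamma-element:CR32865 it had 2607.3 FPKM, against 22.9 and 25.4 FPKM. *Gprk2* stood at 54.8 FPKM in the lower HS library and was listed at 0 in both NHS libraries. The Enhancer of split complex, also outside the text of the article, had a median log2 fold change of 1.50 over the 7 genes tested. In the first 1997 of the 9452 rows of Table S2, the paper's own PRO-seq fold changes after 20 min of HS are 6.63 for *HLHm3* and 4.86 for *HLHmbeta*, both in its activated class. These rows run from the highest fold change down to 1.89, so any gene found in them has a rise. They had also been seen before the rule for named genes was written. The 2 values are therefore no independent support for the complex.

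The value of *Gprk2* belongs to a pattern of 42 genes listed at 0 in exactly 2 libraries and at 5 FPKM or more in the other 2, of which 32 had transcripts under 300 nt. Values lost in single libraries would fall on the same condition in about 33.3% of these genes, and 64.3% did so (27 of 42, exact binomial test, p = 4.9e-05), which argues against that as the whole cause. Of the 28 that overlap a gene on the same strand, 0.0% had a partner lost in the same 2 libraries and above 0 elsewhere (exact binomial 95% upper bound 12.3%), against 3.9% of 918 other genes for those libraries, which argues against loss of a same-strand stretch as the cause in most of them. For the short transcripts among them the cause stays open.

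At 0 in both libraries of 1 condition were 8 protein-coding genes, 7 of them in NHS. The 5 that overlap a gene on either strand lie in 3 stretches, of which 2 hold a partner lost in the same condition. These are the chain of *Gcn2*, *PNPase* and *Gprk2*, and CG3281 with *Hsp70Ab*. A candidate explanation is values lost in 1 condition for a whole stretch of genes that overlap on either strand, in which case the rise of *Gprk2* is not a measured change; with 3 stretches this cannot be told apart from a rise of *Gprk2* itself. Transcription switched on by HS is a candidate explanation for *Nipped-A*, *Eip63E* and CG34347, which stood at 23.2, 34.7 and 25.1 FPKM or more after HS. The paper's promoter-proximal PRO-seq densities of the 3 in control NHS cells are 41.2, 26.1 and 116.4, and it lists them as paused (Table S4), so that polymerase was engaged there before HS. The part of Table S2 in hand, ordered from the highest PRO-seq fold change down to 1.89, holds 0 of the 3. Any fold change that its other rows give for them is therefore 1.89 or lower. Such a fold change would argue against a switch-on, but those rows were not in hand, so this was not decided.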

How the results depend on the processing

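Settings on genes above 0 in all 4 libraries and on protein-coding genes above 0, the replicate block at 0.05, neighbours at 0.05 and intronless protein-coding genes were chosen after seeing the data. At an adjusted p under 0.001, 10 genes were higher; the count was 5 with no filter, 6 under quantile normalization, 6 without the variance trend, 42 at 0.01 and 137 at 0.05. No gene was lower, except 4 with robust moderation, 1 among genes above 0, 2 among protein-coding genes above 0, 28 at 0.01 and 122 at 0.05. Leaving out each library gave 0 to 0 higher, all 10 keeping their direction, with the lone library assumed to vary like the other condition's; with fewer libraries the test has less power. The column names give both conditions replicate numbers 1 and 2, but no source says that a number marks a shared batch, and with 2 pairs the deviations of same-numbered libraries correlated at 0.22 over 7815 genes and at 0.57 over 5709 genes above 10 FPKM. With the replicate block, 12 genes were higher and 5 lower at 0.001, and 334 higher and 582 lower (36.5% higher) at 0.05. The share of higher calls at 0.05 was also 64.9% without the variance trend and 46.9% to 85.7% without any 1 library.

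The median log2 fold change of all tested genes, -0.017, was -0.014 with pseudocount 5, 0.024 with no filter, -0.033 with a filter of 5 FPKM, -0.158 for equal totals, -0.022 for the median of ratios, 0.009 under quantile normalization, -0.199 for equal ribosomal protein mRNAs and -0.027 to -0.016 without any 1 library. The share within 0.25 of no change was 76.5% with pseudocount 5, 56.9% for equal totals, 50.6% for equal ribosomal protein mRNAs and 60.3% to 62.8% without any 1 library. Rises of at least 1 numbered 122 with pseudocount 5, 125 with the filter of 5 FPKM (161 falls), 260 for equal ribosomal protein mRNAs (274 falls) and 168 among protein-coding genes above 0 (210 among all genes above 0), and falls 122 with pseudocount 5 and 120 among protein-coding genes above 0 (143 among all genes above 0). A larger pseudocount shrinks low genes and a stricter filter removes them, by construction; for the scalings the cause of the shift was not tested.

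Of the gene lists, 5 were higher and 3 lower. With an estimated correlation 0 and 0 were called, not even the inducible HSPs (median 7.04, adjusted p = 0.18 from camera). With 2 libraries per condition, that version has little power. It lost the ribosomal and Enhancer of split calls although their estimated correlations, 0.00 and -0.12, lay below the preset 0.01. A call lost in it therefore does not show that correlation between genes made the call. Under quantile normalization 1 list was lower and the ribosomal protein list reversed to -0.09 (the cause was not tested). Without any 1 library, 0 to 2 lists were lower. Relative to the median of all genes, the ribosomal list lay at 0.20, and at 0.19 for equal totals, and the cell cycle list at 0.13 and 0.12. The inducible HSP list and the Enhancer of split list kept their call in 13 of 14 other settings and without each library (medians 6.98 to 7.10 and 1.47 to 1.60). Of 114 genes examined, 105 to 114 kept the sign of their change under each scaling, and those that did not had not passed 0.05. Intronless genes kept an odds ratio above 1, from 1.85 to 7.18, in the settings run. The median of the next genes downstream was 0.04, and 0.08 for genes called at 0.05, where more genes enter, or 0.27 with neighbours that rose themselves; within 1 kb too few neighbours gave a value. In simulated data with 2 libraries per condition, changes were set only in the more abundant genes. The test recovered 77.3% of changes of 4 on the log2 scale and 0% of changes of 1 or 2 at 0.001, and 91% and 49.3% of changes of 2 and 1 at 0.05. What depth limits was not tested, as the read numbers of Table S3 were not used here.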

Differences from the paper's values

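At an FDR of 0.001, the paper's count of genes with higher mRNA after 30 min of HS is about 150 in Fig. S5, read by eye, from DESeq2 on read counts. The count here is 10, from limma on log2(FPKM + 1). Of the alternatives set before the data were examined, only the one at another threshold, an adjusted p under 0.05, falls within 1.5 times of the paper's count (137). The others range from 0 without any 1 library to 42 at an adjusted p under 0.01.

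For genes with lower mRNA, the paper's count is about 160 in Fig. S5, read by eye, and the count here is 0 at an FDR of 0.001. The alternative at an adjusted p under 0.05 gives 122, within 1.5 times, at another threshold than the paper's. All other alternatives set before the data were examined differ, with 0 to 28 genes, of which the replicate block gives 5 and robust moderation 4.

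The paper names *Vps39* as a gene whose mRNA decreased (Fig. 1B). Its log2 fold change here is -0.83, in the same direction, with an adjusted p of 0.051 that misses 0.05. It passed 0.05, but not 0.001, with robust moderation (adjusted p = 0.035), equal totals (0.033), equal ribosomal protein mRNAs (0.025) and the replicate block (0.013), and among genes above 0 (0.036) and protein-coding genes above 0 (0.024), sets which were chosen after seeing the values. Over the 17 other settings its adjusted p ranged from 0.013 to 0.29.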

Other observations

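The antimicrobial and JNK/JAK-STAT gene list and the tests of the ribosomal protein list against a scale factor were chosen after the result was seen, as were the settings named below as added. In a list of antimicrobial peptide genes and JNK and JAK-STAT targets, put together after their values had been seen and so no independent evidence of direction, 12 of 21 tested genes were lower at an adjusted p under 0.05 from limma and none was higher. Their median log2 fold change was -1.95, and it was -1.76 to -2.16 without any 1 library. The antimicrobial peptide gene *Mtk* went from 504 ± 96.7 to 50.8 ± 13.8 FPKM and *CecA1* from 1265 ± 276 to 263 ± 54.1 FPKM (SD, n = 2 each; adjusted p = 0.01 and 0.022 from limma). *pirk*, a negative regulator gene of the immune deficiency pathway, had a log2 fold change of -2.99 (standard error 0.22, adjusted p = 0.0096). The cytokine genes *upd2* and *upd3* had log2 fold changes of -3.21 (adjusted p = 0.019) and -2.76 (adjusted p = 0.0017), and *puc*, the JNK phosphatase gene, of -1.36 (adjusted p = 0.01). The paper's PRO-seq fold changes after 20 min of HS, from the rows of Table S2 in hand, are above 1 for 4 of these genes: 12.4 for *upd2*, 1.91 for *upd3*, 2.02 for *Ets21C* and 3.15 for *puc*. Of these, it lists only *puc* as activated and gives *upd2*, *upd3* and *Ets21C* no class. The paper leaves genes with much transcription just upstream out of its classes, and whether this applies to them was not examined. The rows of Table S2 in hand end at a fold change of 1.89, so genes with lower values cannot be seen in them. Calls of single genes rested on the 4 libraries together: without any 1 of them, the adjusted p of *upd3* ranged from 0.038 to 0.054 (past 0.05 without NHS replicate 1), and those of *Mtk* (0.072 to 0.09), *pirk* (0.073 to 0.088), *CecA1* (0.099 to 0.15) and *upd2* (0.05 to 0.15) did not pass. Their log2 fold changes stayed at -2.78 to -2.73, -3.57 to -3.02, -3.22 to -2.75, -2.48 to -2.03 and -3.61 to -2.81, in that order.

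Of 14 ubiquitin and autophagy genes, 14 metal and oxidative stress genes and 14 endoplasmic reticulum stress genes, none passed 0.05 (medians 0.04, -0.03 and -0.01; adjusted p = 0.59, 0.74 and 0.81 from camera), and 0, 0 and 1 did when adjusted over the list alone. At an unadjusted p under 0.05 from limma, 1 ubiquitin and autophagy gene was higher, and 2 metal and oxidative stress genes and 2 endoplasmic reticulum stress genes were lower. The polyubiquitin gene *Ubi-p63E* stood at 143 ± 22.9 and 259 ± 53.8 FPKM (SD, n = 2 each; adjusted p = 0.13), and *Thor*, a translation repressor gene, at 239 ± 40.6 and 66.5 ± 22.7 FPKM (adjusted p = 0.052 from limma). None of 5 histone genes tested passed in limma, over all genes, adjusted over the list alone or at an unadjusted p under 0.05 (median 0.12, mean -0.11, adjusted p = 0.59). Of 17 markers of other tissues, 10 were listed at 0 in at least 1 library and 2 reached the minimum to be tested: *bam* (log2 fold change 0.65, adjusted p = 0.25) and *elav*, at 7.97 to 11.2 FPKM (log2 fold change 0.26, adjusted p = 0.47). The haemocyte gene *Hml*, chosen after its values were seen, stood at 5.69 and 22.5 FPKM in the NHS replicates and at 4.45 and 20.7 FPKM in the HS replicates.

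Large differences were frequent among genes with short transcripts. Of 228 genes under 300 nt, 61.0% differed by at least 1 on the log2 scale between HS and NHS averages, against 4.65% of 7247 longer ones. If FPKM of short genes vary whatever the condition, the same would hold between replicates, and the share between the NHS replicates was 75.8 times as high for short as for longer transcripts (62.7% against 0.83%). The ratio between the HS replicates was 45.7. This is a candidate explanation for the snoRNA entries among the largest falls, and no biological explanation of these was tested.

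The 77 ribosomal protein mRNAs had a median log2 fold change of 0.18, and 76 of them lay above the median of all genes. At least 72 of the 77 lay above that median without any 1 library. A scale factor of the libraries moves all genes nearly alike, so the place of the list relative to that median hardly responds to it and is no test of it. The adjusted p of the list was 0.18 from camera with an estimated correlation. For the rise itself, a scale factor stays open. The list lay at 0.17 after rescaling by the median of ratios, which hardly moved other genes. It lay at 0.03 with equal totals, where all genes lay at -0.16. An effect of transcript length and mRNA level cannot be told apart from a change in these genes: 10000 sets matched on both had a median of 0.06, the list lay 0.02 below the highest of them (list minus highest, -0.02) and 1 set reached it, but matched genes were less abundant (median 1919 against 3744 FPKM) and the direction turned under quantile normalization. A biological change remains open.

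A hypothesis set before the data were examined was that intronless genes are more frequent among mRNAs that rise, as HS affects pre-mRNA processing. Of 10 genes that rose at 0.001, 5 were intronless, against 12.2% of 7465 others (odds ratio 7.18, 95% interval 1.65 to 31.3, Fisher's exact test, two-sided, p = 0.0041). At 0.05 the odds ratio was 3.31. For protein-coding genes outside the inducible HSP and Enhancer of split lists, an added setting, it was 1.85 (95% interval 0.98 to 3.26, Fisher's exact test, p = 0.047), and for genes that fell it was 1.05 (Fisher's exact test, p = 0.86). Intronless structure may favour accumulation, but outside these lists the interval includes 1, so that much of the ratio rests on them.

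Run-through transcription into the next same-strand gene was the other hypothesis set before. Within 5 kb downstream of the genes that rose at 0.001, 3 genes could be tested, with a median log2 fold change of 0.04 against -0.02 for other genes (permutation test, p = 0.67, 95% bootstrap interval -0.46 to 3.21), too few to decide. One of the 3 is CG4461, downstream of *Hsp22*, which was listed at 0 in both NHS libraries. In added settings at 0.05, 41 neighbours that were not themselves called higher had a median of 0.08 (permutation test, p = 0.014), with 6 above 1. With the called ones kept, 52 neighbours had a median of 0.27 (permutation test, p = 1e-05, the smallest that 100000 resamples can give), with 17 above 1. Some of these, such as *Hsp27* downstream of *Hsp23*, are HSP genes themselves, so that run-through cannot be told apart from rises of their own.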
